# Hidden diversity: Transcriptomic and photosynthetic variation among common ‘wild type’ *Chlamydomonas* strains

**DOI:** 10.1111/tpj.70615

**Published:** 2025-12-05

**Authors:** Xin Liu, Olli Virtanen, Sean D. Gallaher, Wojciech J. Nawrocki, Anne G. Glaesener, Sabeeha S. Merchant, Roberta Croce

**Keywords:** Chlamydomonas, high light acclimation, NPQ, Photosynthesis, pigments, state transitions

## Abstract

The unicellular green alga *Chlamydomonas reinhardtii* is a widely studied reference organism, particularly in photosynthesis research. It employs photoprotective mechanisms, such as state transitions (ST) and non‐photochemical quenching (NPQ), to cope with rapid light changes. Most widely used strains share a recent common ancestor yet differ by up to ~50 000 nuclear variants—genetic diversity that is often overlooked. Even among ‘wild type’ strains, we document significant phenotypic differences, such as pigment accumulation, and nutrient utilization. To elucidate the basis for this variation, we compared transcriptomes and physiological traits of seven commonly used laboratory strains, including the reference strain and the CLiP mutant library parental strain. Despite identical growth conditions, ~40% of genes were differentially expressed between strains. Most of these differences are attributable to changes that have accrued during laboratory propagation, and adverse conditions may have driven transcriptomic drift. At the physiological level, we catalog the range of strain‐dependent responses related to photosynthesis and high light (HL) acclimation. Specifically, (i) all strains develop NPQ upon HL exposure, but to various degrees, (ii) they show a substantial variation in ST capacity, and (iii) they regulate the composition of the photosynthetic apparatus differently. We find that NPQ levels do not correlate with LHCSR3 expression, suggesting an additional layer of NPQ regulation. STs are constantly activated and independent of growth light intensities. Overall, our findings highlight significant strain‐to‐strain differences in virtually all photosynthetic parameters, emphasizing the importance of careful strain selection in future research endeavors.

## Significance Statement

Laboratory strains of *Chlamydomonas reinhardtii* are widely used as model systems for photosynthesis research, yet they differ genetically and physiologically far more than commonly assumed. By combining transcriptomic and physiological analyses, we reveal major strain‐to‐strain differences in light acclimation and photoprotection. These findings demonstrate that strain background profoundly influences photosynthetic responses and should be carefully considered in the design and interpretation of future studies.

## INTRODUCTION

The unicellular green alga *Chlamydomonas reinhardtii* has been adopted as a model organism for photosynthesis research for decades (Blaby‐Haas & Merchant, 2013; Catalanotti et al., 2013; Johnson & Alric, 2013; Salomé & Merchant, 2019; Yang et al., 2015). In the laboratory, *C. reinhardtii* can grow in either liquid or solid media in three trophic statuses: photoheterotrophic, photoautotrophic, and heterotrophic (Harris, 2009). In nature, *C. reinhardtii* lives in the soil, and it has a flexible metabolism that allows it to adjust to different environmental conditions, including nutrient shortages (Glaesener et al., 2013; Merchant et al., 2020; Saroussi et al., 2017) and light fluctuations (Allahverdiyeva et al., 2015; Erickson et al., 2015).

In natural environments, light energy can fluctuate in both quality and intensity during the diurnal cycle and over shorter time scales, such as those caused by cloud cover or sun flecks. Continuous, moderate light drives photosynthesis with high efficiency. However, when the amount of absorbed light exceeds the capacity of the photosynthetic reactions, harmful chemical species are produced and damage to the photosynthetic apparatus can occur (Erickson et al., 2015; Li et al., 2018). To limit the costly repair from photodamage (Liu et al., 2019; Theis & Schroda, 2016), photosynthetic organisms use a series of strategies on different time scales that permit them to survive and adapt to constantly changing environmental conditions (Erickson et al., 2015; Minagawa & Tokutsu, 2015; Moejes et al., 2017; Rochaix, 2014).

In cyanobacteria, green algae, and plants, the light reactions of photosynthesis involve several multiprotein complexes embedded in the thylakoid membrane: photosystem II (PSII), cytochrome (Cyt.) *b*_6_ *f*, photosystem I (PSI), and ATP synthase. Light energy absorbed via the light‐harvesting complexes (LHCI and LHCII) of PSI and PSII is transferred to the reaction centers (RC) of the photosystems and used for charge separation (Croce & van Amerongen, 2020). In PSII, the oxygen‐evolving complex splits water molecules into oxygen, protons, and electrons. The latter are transferred through the electron transport chain and used for NADPH reduction. The proton gradient created across the thylakoid membrane is used by the ATP synthase to form ATP. ATP and NADPH fuel CO_2_ reduction in the Calvin–Benson cycle. Noticeably, the organization and composition of the thylakoid membrane dynamically depend on light and carbon availability (Polukhina et al., 2016). An increase in light intensity results in a short‐term (light shock) and long‐term (acclimation) response in *C. reinhardtii* cells (Erickson et al., 2015; Niyogi, 2009). The long‐term high‐light (HL) acclimation responses of *C. reinhardtii* have been previously investigated in several studies in various trophic statuses (Bonente et al., 2012; Meagher et al., 2021; Nawrocki et al., 2020; Polukhina et al., 2016; Redekop et al., 2020; Virtanen et al., 2021). At present, we know that HL acclimation involves modification of pigment content (Bonente et al., 2012; Neale & Melis, 1986; Polukhina et al., 2016), photosystem stoichiometry and PSII antenna size (Polukhina et al., 2016). Changes in the expression of the PSII antenna proteins, LHCBM1‐LHCBM9, are one contributing factor (Minagawa & Takahashi, 2004; Natali & Croce, 2015).

In *C. reinhardtii*, there are two main short‐term photoprotective responses: state transitions (ST) and non‐photochemical quenching (NPQ) of excitation energy. STs are triggered by the redox state of the plastoquinone (PQ) pool, which largely reflects excitation imbalances between the two photosystems (Erickson et al., 2015; Minagawa & Tokutsu, 2015; Moejes et al., 2017). When light preferentially excites PSII, increasing the net reduction of the PQ pool, the Stt7 kinase phosphorylates LHCII, which then migrates from PSII to PSI (Depège et al., 2003) in a process known as the State I‐to‐State II transition. When light preferentially excites PSI and the PQ pool becomes more oxidized, the phosphatases (PPH1/PBCP) dephosphorylate LHCII, which then migrates from PSI to PSII in the state II‐to‐state I transition. NPQ, the central process of photoprotection that dissipates excess excitation energy as heat (Ruban, 2016; Ruban, 2018), plays a key role in *C. reinhardtii* photoprotective strategy on a timescale shorter than antenna‐to‐PS ratio adjustments (Erickson et al., 2015). The essential players of NPQ in *C. reinhardtii* are the light‐harvesting complex stress‐related proteins LHCSR1 and LHCSR3 (Peers et al., 2009), which are activated by the low lumenal pH (Bonente et al., 2011; Liguori et al., 2013). The accumulation of LHCSR3, the main player in NPQ, occurs in high light and other stress conditions (Naumann et al., 2007; Polukhina et al., 2016; Terauchi et al., 2010; Zhang et al., 2004). It is generally accepted that a linear correlation between the NPQ level and LHCSR3 content exists (Bonente et al., 2012; Perozeni et al., 2018; Tian et al., 2019). Moreover, NPQ and ST have been shown to have partially overlapping and complementary functions (Roach & Na, 2017). LHCSR3 was suggested to be involved in ST (Allorent et al., 2013), and intriguingly, the mutants lacking Stt7 and consequently deficient in ST, exhibit a much higher NPQ capacity than their respective control cell lines (Bonente et al., 2011; Girolomoni et al., 2019; Nawrocki et al., 2020).

The majority of laboratory strains of *C. reinhardtii* belong to a common lineage that can be traced back to a single zygospore that was isolated in 1945 from soil collected in Amherst, MA. In a prior comparative genomics study, we demonstrated that the genomes of all extant strains in this ‘Amherst’ lineage comprise a mosaic of two haplotypes, which we arbitrarily labeled Haplotype 1 and Haplotype 2 (Gallaher et al., 2015). The two haplotypes are approximately 2% divergent from each other at the nucleotide level (including single nucleotide variants and small insertions/deletions) and are presumed to represent the genetic contributions from the two parental gametes that produced the initial zygospore. Likely as the result of a series of backcrosses early in their history in the laboratory, all of the extant strains in the Amherst lineage carry a single haplotype, called Haplotype 1, over approximately 3/4 of their genomes. The remaining 1/4 of the genome consists of ‘blocks’ (portions of chromosomes) that may be either Haplotypes 1 or 2 depending on the strain. This mosaic distribution of haplotype blocks provides a fingerprint for each strain that is unique to that strain and readily identifiable. Nearly all (98.2%) of the inter‐strain genetic diversity is attributable to the presence of the two haplotypes, such that two strains with different haplotypes may have up to 500 000 variants between them. The small remainder of inter‐strain variants, typically less than 1000 between strains with the same haplotype, is due to mutations that have occurred in the laboratory over the decades since 1945 that these strains have been independently propagated.

Despite their shared lineage, there are frequently significant phenotypic differences between ‘wild type’ strains in the Amherst lineage. These differences include photosynthetic parameters (such as non‐photochemical quenching mechanisms), cell wall presence (Pazour et al., 1995), and nutrient utilization capabilities (Fernández et al., 1989; Gallaher et al., 2015). Many examples of phenotypic variation are readily evident in day‐to‐day experiments, including cell size, pigment content, and trophic growth rates. For example, in an analysis of diel cycle cultures performed on three WT, Amherst‐lineage strains (CC‐124, CC‐1009, and CC‐1690), there were large differences in LHCSR3‐dependent NPQ and state transition capacity (Nawrocki et al., 2021). Given that any two Amherst‐lineage strains may differ at up to 500 000 loci depending on their respective haplotypes, it would be expected that haplotype would have a profound effect on transcription. We sought to examine this directly by producing and comparing transcriptomes for various WT strains grown under identical laboratory conditions, termed here as ‘basal’ conditions. For this analysis, we chose the five strains we had previously shown to be the oldest lines within the Amherst lineage (CC‐124, CC‐125, CC‐1009, CC‐1690, and CC‐1691). Collectively, these five strains represent all the genetic diversity attributable to the two haplotypes. Two additional strains were added based on their importance to the Chlamydomonas research community: strain CC‐4532 is the source of the current reference genome for *C. reinhardtii* (Craig et al., 2023), and CC‐4533 (CMJ030) is the parental strain of the widely used Chlamydomonas Library Project (CLiP) collection of mutant strains (Li et al., 2019). In addition to our basal transcriptome analysis, we performed extensive functional and biochemical studies, comparing the capacity of these seven strains to acclimate to continuous high light (HL). By comparing strains under a standard set of conditions, we sought to reveal differences between the reference WT strains and to potentially explain discrepancies observed between studies performed in different laboratories. We show that while the global strategies of HL acclimation are similar in these seven genetically distinct WT strains, substantial variation in photosynthetic parameters exists, which may contribute to different interpretations and conclusions across laboratories.

## RESULTS

Over the course of our many biochemical studies performed on *C. reinhardtii*, we have observed numerous examples of significant phenotypic differences between different, commonly used strains, despite their recent shared ancestry. These differences can have a confounding effect on experiments, such as comparisons between a WT and a mutant strain, if the researcher does not take this into account in choosing their WT strain. Here we examine a few such phenotypic traits.

### Chl production in the dark‐grown and Cu‐deficient cultures

The conversion of protochlorophyllide to chlorophyllide during Chl biosynthesis is catalyzed in two different ways: in a light‐dependent reaction dependent on a nucleus‐encoded enzyme and / or in a light‐independent reaction dependent on a plastid‐encoded multi‐subunit enzyme (Li & Timko, 1996). Many green algae, including *Chlamydomonas* spp. have both enzymes, and accordingly accumulate Chl proteins, and thus appear green, even when grown heterotrophically in the dark. Nevertheless, some laboratory strains have lost the light‐independent pathway (Cahoon & Timko, 2000). The Chl content of CC‐4532 is only slightly reduced in cells maintained in the dark, 2.8 ± 0.1 pg·cell^−1^, compared to illuminated cells, 3.2 ± 0.5 pg·cell^−1^ (Figure 1B). In contrast, we note that dark‐grown heterotrophic cultures of a different WT strain, CC‐1009, are unable to accumulate Chl, which is measured at 0.2 ± 0.1 pg·cell^−1^ (4%) compared to 4.4 ± 0.4 pg·cell^−1^ for illuminated cells. Despite the inability of CC‐1009 to accumulate Chl in the dark, both strains grow at comparable rates in both the light and the dark (Figure 1A).

**Figure 1:**
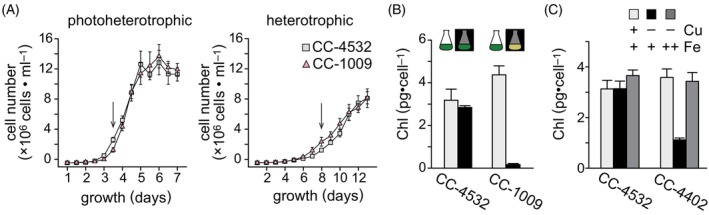
Chl content in the dark and in Cu deficiency is strain‐dependent. (A) Cultures of CC‐4532 and CC‐1009 were pre‐acclimated to either photoheterotrophic (light + acetate) or heterotrophic (dark + acetate) conditions, and grown to stationary phase under the same conditions. Growth was monitored by cell counting. (B) Cells from photoheterotrophic (light gray) and heterotrophic (black) cultures were sampled for Chl analysis at a density of 2–3 × 10^6^ cells·mL^−1^ as indicated by the arrows in panel A. (C) Separately, cultures of CC‐4532 and CC‐4402 were grown photoheterotrophically under three nutrient conditions: replete medium, (20 μM Fe, 2.5 μM Cu, light gray), Cu‐deficient medium (20 μM Fe, no added Cu, black), and Fe‐excess, Cu‐deficient medium (200 μM Fe, no added Cu, dark gray). The mean of three independent cultures is shown for each condition, error bars represent SD.

Another distinctive pigment phenotype is evident in micronutrient‐deficient cells. Iron‐deficient cells are typically chlorotic because of the Fe requirement of a key enzyme in Chl biosynthesis, namely the aerobic oxidative cyclase, which has a di‐iron active site (Spiller et al., 1982; Tottey et al., 2003). Chl content can therefore be an indicator of Fe status. We noted that the Fe content of certain laboratory strains is more notably dependent on Cu nutrition, which is attributed to the role of a multi‐copper oxidase in high affinity Fe uptake (Herbik et al., 2002; La Fontaine et al., 2002). For instance, Cu‐deficient cultures of CC‐4402 (closely related to CC‐124) are chlorotic with Chl reduced by 69% from 3.6 ± 0.3 pg·cell^−1^ in replete to 1.12 ± 0.07 pg·cell^−1^ in Cu‐deficient cultures (Figure 1C). The reduction is attributed to Fe deficiency because the phenotype can be rescued (3.4 ± 0.4 pg Chl·cell^−1^) by provision of more Fe in the growth medium (Gallaher et al., 2015). On the other hand, CC‐4532 maintains its Chl content at the same Cu status, with 3.1 ± 0.3 pg·cell^−1^ in Cu‐replete, 3.1 ± 0.3 pg·cell^−1^ in Cu‐deficient, and 3.7 ± 0.2 pg·cell−1 in Cu‐deficient/Fe‐excess conditions (Figure 1C).

### Growth rates under different trophic states

Most experimentalists grow Chlamydomonas cells in one of three trophic situations, the most common being photoheterotrophic (light + acetate) because of the short generation time (Figure 2). Studies of photosynthetic performance demand photoautotrophic growth, for which conditions can vary with respect to photon flux density (PFD) and CO_2_ supply (air vs. high CO_2_ at 1–5%; Harris, 2009), while studies of respiration demand growth on acetate in the dark. Based on our previous study (Gallaher et al., 2015), we chose five strains from the Amherst lineage that represented the widest range of genetic diversity, and used those to assess the variation in phenotype. Under photoheterotrophic conditions, the most common in laboratories for maintenance and culture, all strains exhibited similar growth rates with generation times ranging from 9.3 to 9.6 h (CC‐124: 9.4 ± 0.3 h, CC‐4532: 9.3 ± 0.2 h, CC‐1690: 9.6 ± 0.2 h, CC‐1009: 9.5 ± 0.2 h, CC‐1691: 9.5 ± 0.1). However, more pronounced differences emerged under the less commonly used single‐trophic growth conditions.

**Figure 2:**
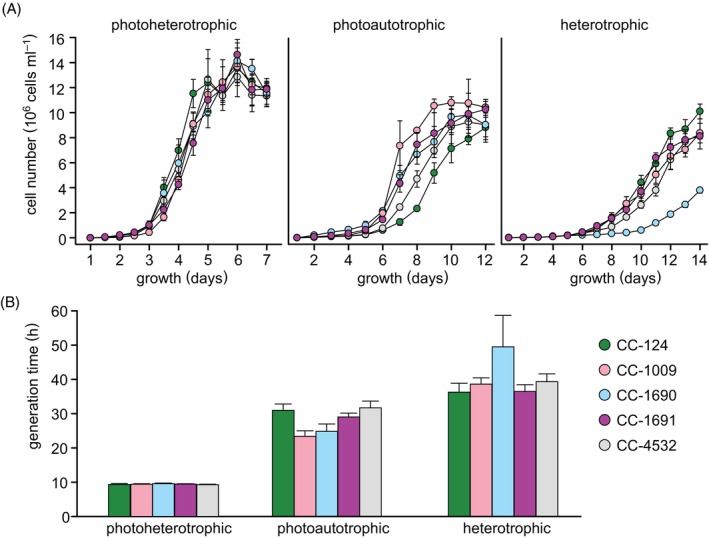
Diversity of growth rates in WT strains. (A) Growth curves are plotted for five WT strains under photoheterotrophic (light + acetate), photoautotrophic (light only), and heterotrophic (dark + acetate) conditions. The mean of three biological replicates is shown. Error bars represent SD. (B) The generation time of each strain in each trophic state was calculated from the logarithmic growth phase. Bars represent the mean value from three replicate determinations. Error bars represent SD.

For photoautotrophic growth, the strains clustered into two distinct groups: CC‐124, CC‐1691, and CC‐4532 with similar generation times of approximately 31 h (31.0 ± 1.9, 31.8 ± 2.0, and 29.1 ± 1.1, respectively) versus CC‐1009 and CC‐1690 with faster generation times of ~24 h (24.9 ± 2.2 and 23.5 ± 1.6, respectively) about 7 h faster than the strains in the first group. Strict heterotrophic growth is slow, with strain CC‐1690 showing a long lag phase, but the generation time, 49.6 ± 9.2 h, is only slightly longer (and not statistically different) than that of the other WT strains at 36.4 ± 2.6 h, 39.4 ± 2.3 h, 38.7 ± 1.8 h, and 36.5 ± 2.0 h for strains CC‐124, CC‐4532, CC‐1009, and CC‐1691, respectively. Additionally, there was considerable variation between these strains in terms of cell size and biomass (SI results and Figure S1), and micronutrient content (Figure S2).

The prevalence of so many significant phenotypic differences among these closely related WT cell lines prompted us to undertake a more extensive molecular phenotyping with respect to pathways, such as photosynthesis, and associated experimental approaches, such as transcriptomics, that are of general interest to the Chlamydomonas research community.

### Differences in basal transcriptomes between WT strains

Given the phenotypic diversity between the closely related laboratory strains of *C. reinhardtii*, we sought to identify differences in RNA abundances under standard laboratory growth conditions (subsequently called ‘basal’) that could help clarify the contribution of genetic variation to molecular phenotypes. Five strains were chosen as the most ancestral strains in the Amherst lineage (CC‐124, CC‐125, CC‐1009, CC‐1690, and CC‐1691), and an additional two for their importance to the Chlamydomonas community (CC‐4532 and CC‐4533). Based on their distribution of haplotype blocks (Figure 3A), all genetic variation attributable to the two haplotypes is represented by these strains, which accounts for >98% of the total genetic variation among the WT Amherst‐lineage strains (Gallaher et al., 2015). To produce basal transcriptomes, each strain was grown in four biological replicate cultures in photoheterotrophic conditions under continuous light in nutrient‐replete medium, and mRNA was collected during the mid‐log growth phase (~2 × 10^6^ cells·mL^−1^) for analysis by RNA‐Seq. 

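RNA from 28 cultures was analyzed, 4 biological replicates for each of the 7 strains, grown in Tris-Acetate-Phosphate medium at 25°C with shaking at 180 rpm under 50–70 μmol photons m-2 s-1 of continuous light. Poly-adenylated RNA was sequenced as 50 nt single-end reads. The authors mapped the reads to the CC-4532 genome (v6.1), counted them per gene, and deposited FPKMs calculated with DESeq2 for each library, rounded to 2 decimals. The deposited table lists 17611 genes, of which 4326 carry a symbol and 14785 had a mean above 1 FPKM in at least one strain. Read counts were not analysed here, so the absolute depth is unknown and no counting error is given. The relative depth of the libraries was read from the steps between low FPKMs, using the mean normalized counts that Dataset S4 gives for 1999 genes. It was 0.586 to 1.10 in the 20 libraries of the larger library set and 1.22 to 2.00 in the 8 libraries of CC-125 and CC-4533. Between 16121 and 16594 genes per library were listed above 0. Summed over all genes, the FPKMs ranged from 480355 in a CC-124 library to 1319895 in a CC-1690 library, while the authors' scaling had set the median ratio of a library to the mean of all libraries at 1.005 to 1.006. The labels place CC-125 and CC-4533 in one library set and the other 5 strains in another, and the same 2 strains were inoculated as 1 batch rather than 2, so a difference between the library sets cannot be told apart from a difference between these strains. MID1 (Cre06.g800600), a gene of the minus mating type, was listed at 3.12 to 11.4 FPKM in the 20 mt− libraries and at 0 to 0.08 FPKM in the 8 mt+ libraries (CC-125 and CC-1690).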

Principal component analysis (PCA) performed on the 1000 genes with the greatest variance confirmed that the four replicates were highly reproducible, and that each strain was readily distinguishable from the others, with CC‐1690 and CC‐4533 being the most unique (Figure 3B). 

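The replicates were compared over the 14785 genes above 1 FPKM in at least one strain, on the scale of log2(FPKM + 1). The mean Pearson correlation (across genes, which are not independent replicates) of a library with the other 3 of its strain was 0.986 or higher in the 24 libraries of the strains other than CC-4533. In CC-4533 it was 0.971, 0.978 and 0.977 for replicates 1, 2 and 4 and 0.940 for replicate 3, in which 3135 genes lay more than 2-fold from the mean of the other 3 replicates. The principal components were calculated from the 1000 genes with the greatest variance between strain means, centered and not scaled, and PC1 and PC2 carried 36.2% and 19.5% of the variance. In the space of all components, the largest distance between replicates of a strain was 27.7 (CC-4533) and the smallest distance between libraries of different strains was 39.0. The mean distance to the other 6 strains was 66.1 for CC-4533, 64.5 for CC-1690 and 64.4 for CC-125, and it lay between 58.3 and 60.8 for the remaining strains. With every gene above 1 FPKM in place of the 1000 most variable, the smallest distance between strains was 0.641 times the largest within a strain, against 1.41 times with the 1000 genes.

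**Figure D1:**
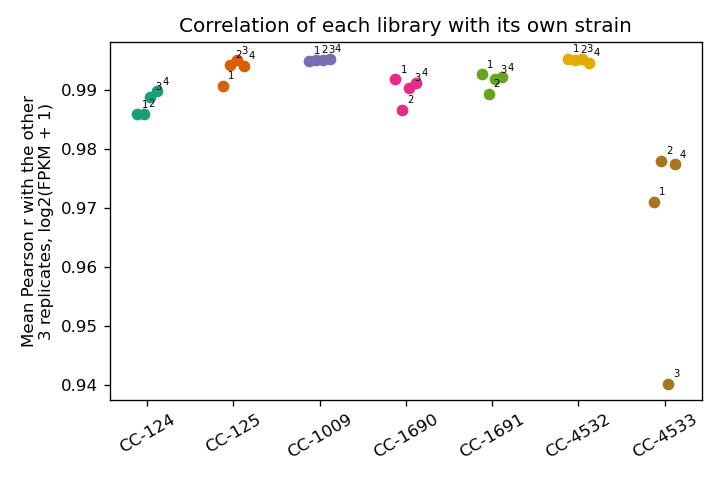
Mean Pearson correlation of each library's log2(FPKM + 1) with the other 3 replicates of its strain, one point per library, numbered by replicate. CC-4533 replicate 3, at 0.940, lies below the other 27 libraries.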

Curiously, the PCA shows that CC‐4532 and CC‐1691 were the most similar at the transcriptome level despite being highly divergent at the haplotype level (Figure 3A). 

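Averaged over libraries, the distance between CC-1009 and CC-1691 was 41.0, that between CC-1691 and CC-4532 was 46.9, and that between CC-1009 and CC-4532 was 49.4. These 3 pairs were the closest of the 21. The CC-1691 and CC-4532 pair ranked 2 with scaled genes, a pseudocount of 0.1, 500 genes or all genes as well. On the plane of PC1 and PC2 alone, the strain centers of CC-1009 and CC-4532 were 2.06 apart, those of CC-1691 and CC-4532 8.72 apart and those of CC-1009 and CC-1691 10.8 apart.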

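DEGs were called from the FPKMs with limma's treat test on log2(FPKM + 0.1), fitted over all 28 libraries, against a 2-fold change, at a Benjamini-Hochberg adjusted p-value below 0.01 within each pair and with a mean above 1 FPKM in at least one strain of the pair. The fewest DEGs, 267 (1.52% of all genes), were found between CC-1009 and CC-1691, and the most, 1460 (8.29%), between CC-125 and CC-1690. CC-1691 and CC-4532 differed in 409 genes and CC-1009 and CC-4532 in 523. Between CC-4533 and the other strains there were 548 DEGs with CC-124, 694 with CC-125, 961 with CC-1691, 1163 with CC-1690, 1343 with CC-1009 and 1354 with CC-4532, and in each of these pairs most DEGs were lower in CC-4533 (for example 921 of the 1354). The other 11 pairs had between 696 and 1039 DEGs. The pair with the most DEGs changed when CC-4533 replicate 3 was left out. CC-1009 and CC-4533 then had 1721, against 1709 for CC-125 and CC-1690. A moderated test against no change, keeping genes above 2-fold, moved the counts most and gave 889 DEGs between CC-1009 and CC-1691 and 3728 between CC-125 and CC-1690. On the part of chromosome 1 that Dataset S1 lists, all 1045 calls over the 21 pairs were among the 1995 DEGs that the authors list there.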

To examine the transcriptomic differences further, we identified differentially expressed genes (DEGs) between each pair of strains and observed between 528 (3.0%) and 2410 (13.6%) inter‐strain DEGs (Figure 3C). 

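Over the 21 pairs, 4477 genes were DEGs in at least one pair, which is 25.4% of the 17611 genes in the file. The 10 pairs within the larger library set accounted for 2678 genes (15.2%). With the moderated test against no change, 9476 genes passed in at least one pair.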

Since all seven strains were grown under identical laboratory conditions, it was surprising that 6982 genes, representing 39.5% of all genes, were differentially expressed in this set of strains. It was anticipated that the different haplotype block distributions between strains would be a proxy for the number of DEGs. In contrast, the haplotypes turned out to be a poor predictor of the number of DEGs between strains: for example, CC‐1009 and CC‐4532 have very different haplotypes (Figure 3A) but have some of the fewest DEGs (Figure 3C).

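The haplotype of each strain was read from the colors of Fig. 3A for 40 blocks, and the numbers of DEGs were compared with the number of blocks in which the strains of a pair differ. Every block counted equally, although blocks differ in size. On chromosome 1, for example, 377 genes were assigned to block 1-B and 24 to block 1-C. The number of blocks is therefore only a rough measure of how many genes differ in haplotype. Over the 21 pairs, Spearman's rho was 0.0962 (exact permutation test over all orders of the strains, two-sided, p = 0.656) and Pearson's r was 0.114 (exact permutation p = 0.624). Over the 10 pairs of the 5 strains in the larger library set, Spearman's rho was 0.287 (exact permutation test over 120 orders, two-sided, p = 0.425) and Pearson's r was 0.387 (exact permutation p = 0.292), and the other set holds a single pair. The values over 21 pairs include the pairs across the sets. CC-1009 and CC-4532 differ in 24 of the 40 blocks and ranked 3 from the fewest DEGs. CC-1009 and CC-1690 differ in 40 blocks and had 1003 DEGs, whereas CC-125 and CC-1690, of different sets, differ in 10 blocks and had 1460. CC-1009 and CC-1691 also differ in 10 blocks but had 267 DEGs, the fewest. CC-124 and CC-4533 differ in 7 blocks and had 548, and CC-125 and CC-4532 differ in 10 blocks and had 1021. The paper concludes that haplotype predicts the number of DEGs poorly and gives CC-1009 and CC-4532 as an example.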

**Figure 3:**
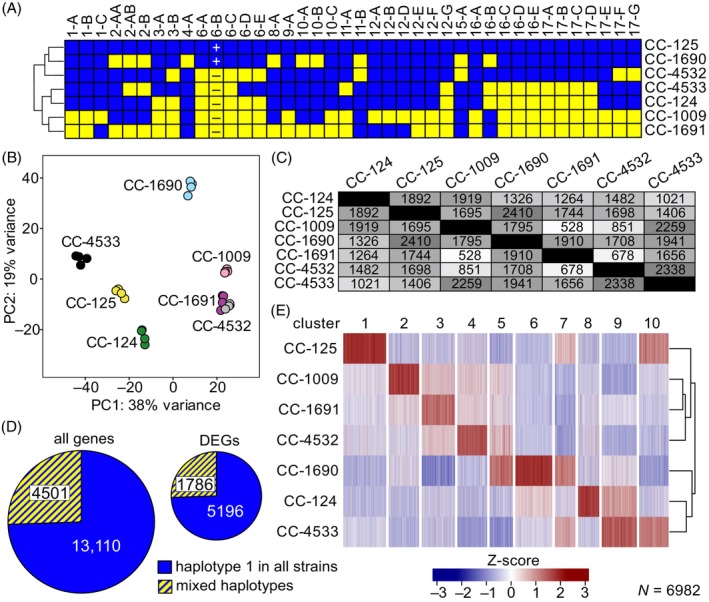
Genetic and transcriptomic variation between WT strains. (A) The mosaic distribution of haplotype 1 (blue) and haplotype 2 (yellow) blocks for the seven strains used in this study. Haplotype 2 is ~2% divergent from haplotype 1. See Gallaher et al. and Craig et al. for additional information on haplotypes (Craig et al., 2023; Gallaher et al., 2015). The ‘+’ and ‘–’ in Block 6‐B indicates the *C. reinhardtii* mating locus. (B) A principal component analysis of the 1000 most divergent genes in the basal transcriptomes of the seven indicated strains. Four biological replicates for each strain are plotted. The contributions of the first and second principal components are indicated in the axis labels. (C) Transcript abundances of all nucleus‐encoded genes for seven strains were determined by RNA‐Seq analysis. The number of pairwise differentially expressed genes (DEGs) between each of the seven strains is shown as a table. See Methods for criteria used to call DEGs. Data on the DEGs, including gene IDs, fold‐change, and haplotype, may be found in SI Dataset S1. (D) On the left, a pie chart of all nuclear genes (*n* = 17 611) classified as being Haplotype 1 in all seven strains (blue), or a mixture of both haplotypes between strains (blue/yellow stripes). On the right, a proportionally scaled pie chart shows the subset of DEGs (*n* = 6982) classified with the same criteria. For both pie charts, the blue/yellow portion represents 25.6% of the total. (E) Transcript abundances for the 6982 genes found to be DEGs between at least two strains were Z‐score normalized and sorted by *k*‐means clustering into 10 groups. Functional enrichment for each of the gene clusters is provided in SI Dataset S2.

Having found an unexpectedly poor correlation between haplotype and DEGs, we wished to examine this more directly. If mixed‐haplotype genes (i.e., a gene that is Haplotype 1 in one strain and Haplotype 2 in the other) are more likely to be differentially expressed between those strains, one would expect an enrichment (i.e., a higher percentage) of mixed‐haplotype genes to be found among the 6982 genes that are differentially expressed. In contrast, we observed no meaningful enrichment (*p*‐value = 0.53). Remarkably, the same percentage of mixed‐haplotype genes, 25.6%, was observed in both the DEG population and in all genes (Figure 3D). This finding is consistent with there being no significant contribution from the different haplotypes to differences in transcription.

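Gene-level haplotypes could be read for chromosome 1 only, from Dataset S1, so the share of mixed-haplotype genes over the genome was not analysed here. Of the 610 genes in blocks where the strains have mixed haplotypes, 175 (28.7%) were DEGs in at least one pair, and of the 408 genes outside the blocks, 98 (24.0%) were. The odds ratio was 1.27 (Fisher's exact test, two-sided, p = 0.112). With a pseudocount of 1, which lowers the number of calls, it was 0.958 (Fisher's exact test, p = 0.798). In the 11 pairs that differ in haplotype on part of the chromosome, the share of DEGs was higher among genes of different haplotype in 9 pairs, with an unadjusted p-value below 0.05 in 3 pairs and an adjusted p-value below 0.05 in 0 pairs. The largest difference by p-value was between CC-1009 and CC-1690, with 7.21% of 610 genes against 3.19% of 408 (odds ratio 2.36, p = 0.00769, adjusted p = 0.0845, Fisher's exact test with Benjamini-Hochberg adjustment over 11 pairs).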

Next, we sorted the 6982 DEGs into 10 bins by *k*‐means clustering based on each gene's pattern of expression (Figure 3E). By plotting the expression as a heatmap, patterns were observable in which groups of several hundred genes were expressed at a much higher level in one or two strains. 

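Clustering of the Z-scored strain means of the 4477 DEGs into 10 groups gave clusters of 326 to 704 genes. In 8 of the 10 clusters, a single strain had a mean Z-score above 1. The largest cluster was highest in CC-125 (mean Z-score 1.90), and 484 genes formed a cluster high in both CC-125 (1.31) and CC-4533 (1.12), the strains of the smaller library set. Compared with the mean of the other 6 strains (limma's treat test against 2-fold, adjusted p-value below 0.01), 839 genes were specific to CC-1690, 780 to CC-125, 751 to CC-4533, 510 to CC-1009, 504 to CC-4532, 449 to CC-124 and 431 to CC-1691. Specific here means different from that mean, not outside the range of the other strains. In CC-1690, all replicates lay outside that range for 183 of the higher and 262 of the lower genes. In CC-4533 this held for 30 of the higher and 249 of the lower genes. Of the genes specific to CC-4533, 608 were lower in it, whereas 372 of those specific to CC-1009 were higher. With the moderated test against no change, 36.3% of the genes specific to CC-4533 were higher in it rather than 19.0%, and 54.2% of those specific to CC-1009 rather than 72.9%. The largest increases in one strain were those of Cre12.g537611 in CC-125 (log2 difference 8.62, standard error 0.21, adjusted p = 3.99e-20) and Cre14.g801600 in CC-4532 (8.34, standard error 0.25, adjusted p = 6.51e-18). The largest decreases were those of Cre10.g433950 in CC-1009 (−9.07, standard error 0.23, adjusted p = 5.94e-20) and the formate/nitrite transporter NAR1B in CC-4533 (−8.38, standard error 0.19, adjusted p = 1.49e-21). In CC-1690 the low-CO2-inducible gene LCI1 had a log2 difference of 6.79 and the flagellar gene FMG1B one of −6.28. LCI1 had a mean of 969 FPKM in CC-1690 but reached 447 FPKM in a library of another strain. NAR1B had a mean of 0.0775 FPKM in CC-4533 but fell to 0.2 FPKM in a library of another strain.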

To identify shared functionality, we performed gene ontology (GO) enrichment on each of the clusters (SI Dataset S2). While not all clusters had statistically significant enrichment of GO terms, a few interesting patterns were revealed. 

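In Dataset S2 the authors list 30 genes under ice binding for a cluster high in CC-125, and 28 of them could be matched to the file. CC-125 had the highest mean in 27 of the 28 and the replicates of CC-125 lay above the other 24 libraries in 16. The median log2 difference from the other strains was 1.33, with a median of 6.18 FPKM in CC-125 and 3.13 FPKM elsewhere. No gene in the file names ice or freezing in its definition line, so no set independent of the paper's clusters was tested. Since the paper formed these clusters from the same libraries, the values describe the cluster and are not a test of it.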

Cluster 1, which is significantly upregulated in strain CC‐125, includes many genes annotated as being involved in the response to freezing and ice binding. 

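The 10 genes of the cell wall term in the authors' cluster high in CC-1691 all had their highest mean in CC-1691 (median log2 difference 1.63). Of the DNA repair genes in the authors' cluster high in CC-4533, 7 of 8 were highest in CC-4533 (median 1.15). Sets chosen by definition line and independent of the clusters were tested with limma's camera test, which allows for correlation between genes. The 88 cell wall genes above 1 FPKM had a median log2 difference of 0.69 in CC-1691, where 67 of them were higher (camera, adjusted p = 0.324). The 31 DNA repair genes had a median of 0.36 in CC-4533, with 26 higher (camera, adjusted p = 0.519). The 38 DNA replication genes had a median of 0.97 in CC-4533, with 37 higher (camera, adjusted p = 0.519). With CC-4533 replicate 3 left out, this median was 1.46. Over the 21 combinations of set and strain, 0 had an adjusted p-value below 0.05 and 2 had an unadjusted one below 0.05. With the correlation between genes fixed at 0.01 in place of the estimate, the camera adjusted p-values were 5.62e-06, 0.00849 and 3.69e-07. A value below 0.05 was then found in 12 of the 21 combinations, among them higher DNA repair genes in CC-124 (camera, adjusted p = 0.00442), higher DNA replication genes in CC-124 (7.18e-06) and lower cell wall genes in CC-1690 (median −1.02, 1.05e-06), so it was not limited to CC-1691 and CC-4533.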

Cluster 3, with genes largely upregulated in strain CC‐1691, had significant enrichment of cell wall‐related genes, and Cluster 9, primarily upregulated in strain CC‐4533, was enriched for genes involved in DNA repair.

Previously, we had identified phenotypic differences between several WT strains in a number of photosynthesis‐related parameters (Gallaher et al., 2015; Nawrocki et al., 2021). To examine this directly in these seven strains, we plotted the expression patterns of genes involved in photosynthesis and the biosynthesis of several pigments. 

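The nuclear genes of Fig. 4 for PSI, PSII, LHCI and LHCII number 36. In CC-1690 all 36 were higher than the mean of the other 6 strains (limma's moderated test, adjusted p-value below 0.05 over all genes and over the list), by a median log2 difference of 0.70 and between 0.38 (LHCA3, Cre11.g467573, standard error 0.11, adjusted p = 0.00423) and 1.06 (LHCBM7, Cre12.g548950, standard error 0.15, adjusted p = 1.13e-06). CC-1690 had the highest mean in 32 of these genes and CC-125 in 4. Without CC-1690 replicate 2, the library with the largest summed FPKM, 33 genes were called higher and 25 had their highest mean in CC-1690. The replicates of CC-1690 lay above all 24 other libraries in 6 of the 36. In LHCBM7 the level was 24309 ± 7390 FPKM (SD, n = 4) in CC-1690 and 7360 ± 1187 FPKM in CC-1691, the lowest. The direction depended on the scaling of the libraries: with quantile normalization, 10 of the 36 genes were called higher in CC-1690, 6 had their highest mean there, 15 lay below the mean of the other strains, and the median log2 difference was 0.011. The paper reports from Fig. 4 that CC-1690 was highest for most of these genes.

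**Figure D2:**
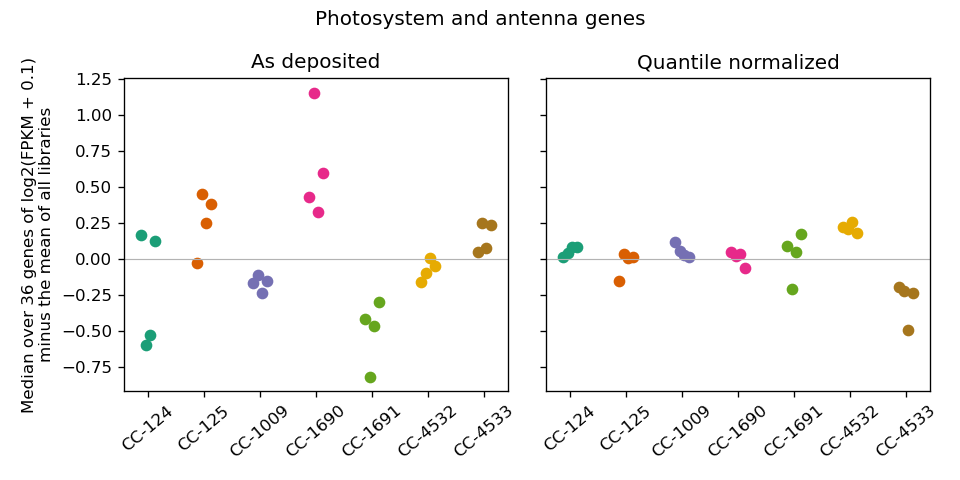
Median over the 36 photosystem and antenna genes of log2(FPKM + 0.1) in each library, relative to the mean of all libraries, one point per library by strain, from the FPKMs as deposited (left) and after quantile normalization (right). From the FPKMs as deposited the CC-1690 libraries lie mostly above the others, with a median log2 difference of 0.70 over the genes, and with quantile normalization the difference is 0.011 and 15 of the 36 genes are reversed.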

For most genes encoding components of PSI and PSII, as well as LHCI and LHCII, strain CC‐1690 consistently had the highest expression levels (Figure 4). 

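The 4 genes of the Cyt *b*_6_ *f* complex in Fig. 4 differed between strains by 2.26-fold (PETC1), 2.76-fold (PETM1), 2.38-fold (PETN1) and 1.96-fold (PETO1), as the ratio of the highest to the lowest strain mean, and CC-124 was lowest in all 4. Their median fold range was 2.32, against 2.26 for the 36 photosystem and antenna genes. PETC1 was 426 ± 121 FPKM (SD, n = 4) in CC-124 and 963 ± 275 FPKM in CC-1690. The ATP synthase genes ATPC1, ATPD1 and ATPG1 were highest in CC-125, at 1066 ± 71.2, 1047 ± 79.1 and 1419 ± 59.4 FPKM (SD, n = 4). Their log2 differences from the other 6 strains were 0.56 (standard error 0.11, adjusted p = 7.43e-05), 0.57 (standard error 0.13, adjusted p = 0.000469) and 0.60 (standard error 0.11, adjusted p = 4.8e-05) by limma's moderated test. The CC-125 replicates lay above all other libraries in 1 of the 3 genes. With quantile normalization, CC-125 was highest in 1 of the 3 and the median log2 difference was 0.22.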

There was greater uniformity for components of the Cyt. *b*_6_ *f* complex, and strain CC‐125 had the highest expression of components of the ATP synthase. Given the modest light levels to which these cultures were subjected (~60 μmol photons m^−2^·s^−1^), there was relatively low expression of genes involved in NPQ. 

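LHCSR1 reached 49.9 ± 5.92 FPKM (SD, n = 4) in CC-4532 and was 0.64 ± 0.293 FPKM in CC-4533. LHCSR3A and LHCSR3B were highest in CC-1690, at 198 ± 57.3 and 210 ± 59.2 FPKM, and in CC-4533 they were listed at 0.0575 ± 0.0222 and 0.160 ± 0.164 FPKM. Both were also low in CC-124 (means of 0.9525 and 0.86 FPKM) and CC-125 (1.1625 and 1.365 FPKM). Among the remaining strains the lowest means were those of CC-1691, at 50.4 and 44.4 FPKM. Reads that match more than one copy were kept at a single location chosen at random by the authors' mapping, so the separate levels of LHCSR3A and LHCSR3B, and those of the LHCBM genes, are uncertain. The highest strain means of PSBS1 and PSBS2 were 0.248 and 0.075 FPKM. By comparison, the highest strain mean had a median of 3417 FPKM over the 36 photosystem and antenna genes. The differences between strains in LHCSR1, LHCSR3A and LHCSR3B were larger than the spread between replicates (limma's F test over strains, adjusted p = 4.65e-17, 4.63e-23 and 5.6e-21).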

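Figure S3 names 21 genes of Chl biosynthesis. Between strains they differed by a median of 1.95-fold, from 1.50-fold to 11.4-fold, against a median of 2.26-fold for the photosystem and antenna genes. CC-4532 had the highest mean in 14 of the 21 and CC-125 in 4. Compared with the other 6 strains, 15 genes were higher in CC-4532 at an adjusted p-value below 0.05 over all genes (limma's moderated test) and 17 over the list, with a median log2 difference of 0.52. UROD1 (Cre11.g467700) differed most, at 454 ± 12.1 FPKM (SD, n = 4) in CC-4532 and 108 ± 32.3 FPKM in CC-4533 (log2 difference of CC-4532 from the others 1.15, standard error 0.16, adjusted p = 9.54e-07). CHL27A (Cre07.g346050) had the widest range and was highest in CC-125, at 619 ± 52.7 FPKM. With quantile normalization the median log2 difference was 0.60.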

For genes involved in Chl biosynthesis, the range of expression between strains was generally lower, with strain CC‐4532 expressing most genes at the highest level (Figure S3). Expression of genes involved in the biosynthesis of carotenoids (Cars) and lutein (Figure S4) was mostly quite low, with strain CC‐4532, expressing the highest levels of most carotenoid biosynthesis genes.

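The 19 genes of Figure S4 had their highest strain mean between 5.58 and 139 FPKM, with a median of 32.9 FPKM. CC-4532 was highest in 11 of the 19 and CC-1690 in 3, and in 10 genes the CC-4532 replicates lay above every other library. Compared with the other 6 strains, 15 genes were higher in CC-4532 at an adjusted p-value below 0.05 (limma's moderated test, over all genes and over the list), and the median log2 difference was 0.75. CHYB1 (Cre04.g215050) was 27.8 ± 1.94 FPKM (SD, n = 4) in CC-4532 and 6.64 ± 4.68 FPKM in CC-4533 (log2 difference of CC-4532 from the others 1.23, standard error 0.28, adjusted p = 0.000671). The gene labeled ZPD in Figure S4 was taken to be the ZPD1 of the file, whose name is nearest.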

**Figure 4:**
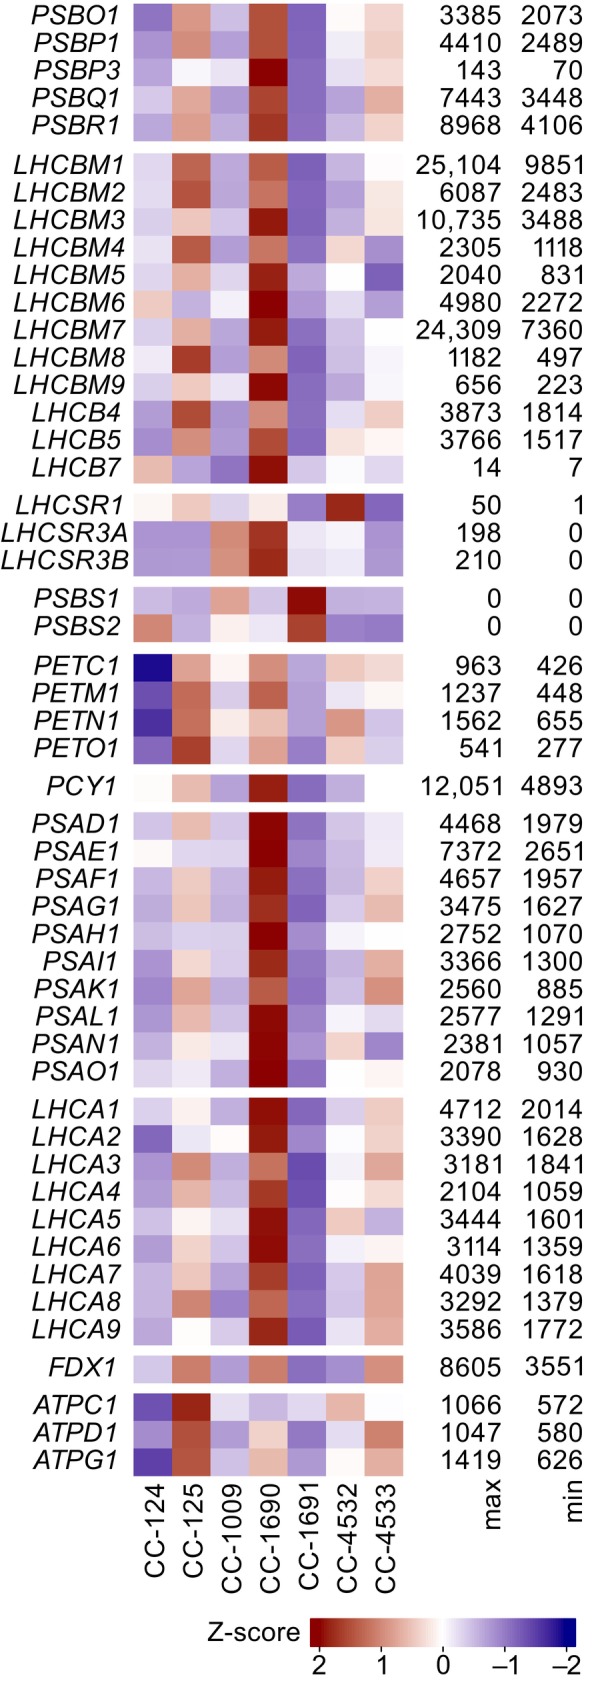
Transcriptomic analysis of the photosynthetic apparatus. Transcript abundances were calculated for the seven strains in terms of FPKMs for nucleus‐encoded genes that encode components of the photosynthetic apparatus. FPKMs were Z‐score normalized and plotted as a heatmap. The maximum and minimum FPKMs for each gene are shown on the right.

### Variations in pigment composition among WT strains

Next, we examined how these differences at the level of the transcriptome could affect photosynthetic parameters, such as pigment composition and acclimation to HL. Cultures of the same seven strains from the transcriptomic analysis were grown photoheterotrophically (light + acetate) to exponential phase in two typically used light intensities (low light, LL: 20 μmol photons m^−2^·s^−1^, and moderate light, ML: 80 μmol photons m^−2^·s^−1^). Cells grown in ML were subsequently collected by centrifugation and resuspended in acetate‐free medium to transition to photoautotrophic growth under continuous high light (HL: 500 μmol photons m^−2^·s^−1^). It was previously shown that the doubling time of the CC‐124 strain in HL in photoautotrophic conditions is approximately 24 h (Polukhina et al., 2016). We thus considered that acclimation to HL is completed after 6 days (144 h) with regular dilutions to maintain cells in growth phase, and that this corresponds to approximately six generations.

Under photoheterotrophic conditions, large differences in the Chl *a*/*b* ratio exist between genotypes. These differences are independent of the growth light intensity (LL or ML), with the highest value (~2.9) observed in CC‐1691 and CC‐4532 and the lowest in CC‐124 and CC‐125 (~2.1 and ~ 2.2, respectively) (Figure 5A). Conversely, the Chls/Cars ratios were similar in all strains under ML conditions, except for CC‐125 in LL. The ratio was generally higher in LL than in ML conditions (Figure 5B).

**Figure 5:**
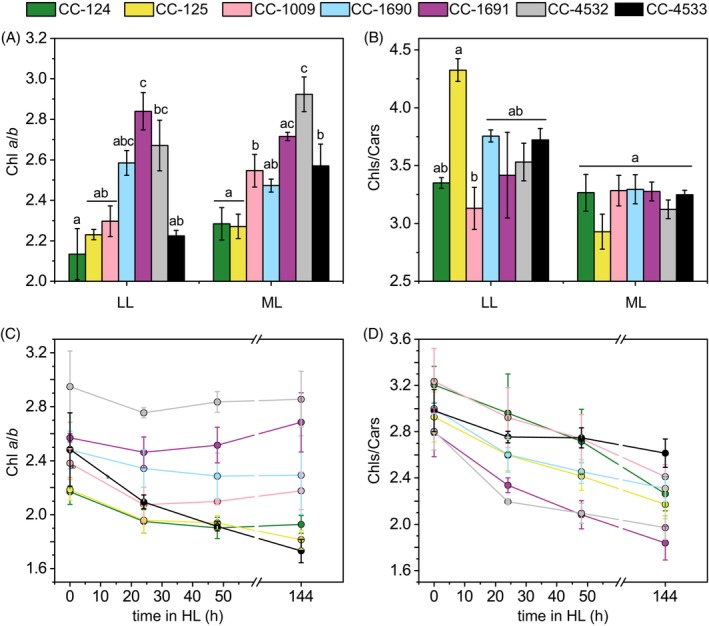
Pigment composition varies by strain. (A, C) Chlorophyll *a*/*b* ratio and (B, D) chlorophyll/carotenoids ratio. Panels A and B show values for cultures in photoheterotrophic conditions (mean ± SD, n = 2 in LL and n = 3 in ML) after 4 days. Panels C and D show the kinetics of the shift from ML to HL (mean ± SD, n = 4 for 0, 24, 48 h HL and n = 6 for 144 h HL). Identical letters above the bars in A and B indicate a lack of statistically significant difference (p < 0.05) between strains, examined via one‐way ANOVA independently for both light intensities.

Upon HL exposure, the Chl *a*/*b* ratio of most strains decreased, particularly during the first 2 days of acclimation (Figure 5C). Interestingly, the ratio remained stable in CC‐4532 and even showed a slight increase in CC‐1691. In contrast, CC‐125 and CC‐4533 were the only strains to show a decline in the ratio between 48 and 144 h of acclimation, suggesting that some acclimation processes might proceed more slowly in these strains between these two timepoints.

In all strains, the Chls/Cars ratio decreased under HL by about 30% with some variation (Figure 5D). To detect possible changes in the Car composition, we separated the pigments by liquid chromatography. We observed few differences between LL and ML in Car content, but upon 6 days of HL, the relative amount of lutein and/or zeaxanthin increased dramatically in all strains (Table 1). Strain CC‐4532 produced the highest levels of lutein and Car when grown in ML, which comports nicely with the transcriptomic analysis described above (Figure S4).

**Table 1:** Carotenoid composition in WT strains

Light conditions	Strains	Neo and Lor	Vio	Anth	Lut	Carotenes
Low light	CC‐124	7.1 ± 0.3	8.3 ± 0.6	0.4 ± 0.1	6.5 ± 0.5	7.2 ± 0.4
	CC‐125	7.9 ± 2.4	3.9 ± 0.0	1.2 ± 0.0	6.1 ± 0.3	5.1 ± 0.3
	CC‐1009	10.7 ± 1.3	5.9 ± 0.8	0.3 ± 0.0	6.2 ± 0.5	8.0 ± 0.7
	CC‐1690	8.1 ± 1.8	6.5 ± 0.1	0.7 ± 0.1	5.0 ± 0.4	6.5 ± 0.0
	CC‐1691	8.6 ± 0.6	6.8 ± 0.3	0.6 ± 0.1	6.2 ± 0.3	8.1 ± 0.9
	CC‐4532	7.6 ± 0.9	6.7 ± 0.2	0.8 ± 0.3	7.4 ± 1.8	7.7 ± 1.0
	CC‐4533	8.3 ± 0.9	6.7 ± 0.4	0.5 ± 0.0	5.3 ± 0.1	5.7 ± 0.5
Moderate light	CC‐124	6.9 ± 1.0	8.4 ± 0.5	0.4 ± 0.3	6.5 ± 0.7	5.7 ± 1.2
	CC‐125	11.2 ± 1.7	7.2 ± 1.4	0.4 ± 0.2	7.7 ± 1.1	6.4 ± 0.3
	CC‐1009	7.0 ± 0.7	6.0 ± 0.5	0.7 ± 0.5	6.1 ± 0.3	6.0 ± 1.1
	CC‐1690	9.2 ± 0.5	9.2 ± 1.0	0.6 ± 0.3	6.6 ± 0.5	6.4 ± 0.9
	CC‐1691	6.4 ± 0.4	6.6 ± 0.5	0.4 ± 0.1	6.4 ± 0.4	5.9 ± 0.6
	CC‐4532	7.0 ± 1.8	7.0 ± 1.6	0.3 ± 0.1	9.9 ± 1.5	7.4 ± 1.8
	CC‐4533	6.9 ± 0.4	6.6 ± 0.3	0.3 ± 0.1	5.6 ± 0.0	5.6 ± 0.9

Light conditions	Strains	Neo and Lor	Vio	Anth	Lut and Zea	Carotenes
High light (144 h)	CC‐124	10.0 ± 0.5	6.0 ± 1.2	1.7 ± 0.4	22.4 ± 2.3	5.5 ± 0.7
	CC‐125	10.5 ± 0.7	4.2 ± 0.0	2.2 ± 0.1	22.8 ± 0.9	5.5 ± 0.3
	CC‐1009	8.8 ± 0.9	5.9 ± 1.3	1.1 ± 0.1	16.6 ± 0.6	5.3 ± 0.4
	CC‐1690	10.0 ± 0.9	7.6 ± 0.8	1.4 ± 0.4	15.9 ± 0.1	5.0 ± 0.1
	CC‐1691	6.4 ± 1.3	7.0 ± 1.1	2.1 ± 0.3	20.6 ± 0.3	9.6 ± 0.5
	CC‐4532	6.2 ± 0.4	6.0 ± 0.4	4.4 ± 0.2	26.7 ± 0.9	8.0 ± 0.5
	CC‐4533	9.7 ± 1.6	5.2 ± 0.5	1.5 ± 0.3	16.8 ± 0.3	2.4 ± 0.2

Data shown are normalized to 100 Chl molecules. Each value is the mean ± SD, n = 2 (LL), n = 3 (ML), and n = 2 (144 h HL) from biological repetitions each with three technical replicates. Lut and Zeaxanthin cannot be perfectly separated and their content in HL is therefore summed.

### Variations in PSII acclimation among WT strains

To determine PSII functionality under HL conditions, we measured the *F*_v_/*F*_m_ value, a commonly used indicator of the photochemical capacity of PSII. As shown in Figure 6A, *F*_v_/*F*_m_ ranged from 0.58 (CC‐125) to 0.72 (CC‐1009) before HL treatment and decreased in all strains in response to the HL exposure. However, while the decrease was moderate in CC‐1009 and CC‐1690, it was much larger in CC‐125, reaching a value of 0.27 after 6 days in HL. Overall, two main trends were observed across the strains. In some strains (CC‐124, CC‐125, CC‐1690, CC‐4532), *F*_v_/*F*_m_ decreased almost as a monoexponential decay. In others (CC‐1009, CC‐1691), *F*_v_/*F*_m_ initially dropped but mostly recovered over the 6 days of acclimation. Only CC‐4533 showed a continued decrease in *F*_v_/*F*_m_ throughout the HL treatment. These data indicate considerable variation in the acclimation capacity and/or strategies of the strains.

**Figure 6:**
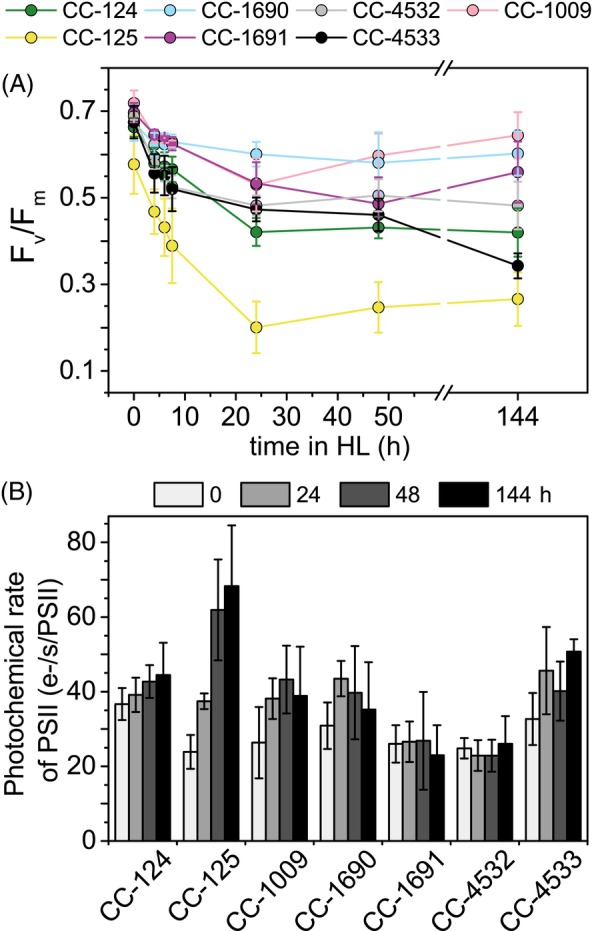
*F*_v_/*F*_m_ and PSII antenna size during HL acclimation. (A) Maximum quantum efficiency of PSII photochemistry (*F*_v_/*F*_m_), and (B) functional antenna size of PSII. Data shown (A) are mean ± SD, n = 3 for 4, 6, 7.5 h HL; and n = 7 for 0, 24, 48, 144 h HL. Data shown in (B) are mean ± SD, n = 5–6 biological replicates.

A typical response to different light conditions is a change in the antenna size of the photosystems (Polukhina et al., 2016; Wientjes et al., 2013). To determine whether this response varies among WT strains, the functional antenna size of PSII was measured during HL acclimation (Figure 6B). Differences between the strains were observed even before HL treatment. For example, the PSII antenna size of CC‐124 was 30% larger than that of CC‐125. In most strains, the functional antenna size increased during the first 2 days in HL, resulting in an increase of the PSII cross‐section ranging from 16.5% (CC‐124) to 259% (CC‐125), which is likely due to a decrease in functional PSII core. After 6 days of HL, the PSII absorption cross‐section either increased even further in some strains (CC‐124, CC‐125, CC‐4533) or remained at the level reached after 2‐day acclimation (CC‐1009, CC‐1690). In contrast, CC‐1691 and CC‐4532 maintained their initial PSII antenna size throughout the HL treatment, showing no measurable response.

### The PSI:PSII Ratio depends on the genetic background

Since the photosystems' stoichiometry is essential for regulating the photosynthetic electron transport chain, PSI:PSII ratios were measured. Two methods were used: (i) electrochromic shift (ECS) signal, which is based on the charge separation in the reaction centers *in vivo* and provides the ratio between functional complexes, and (ii) immunoblots against specific subunits of PSI and PSII, which provide the overall relative protein ratios.

The functional PSI:PSII ratio was different among the WTs even prior to HL exposure, with CC‐125 exhibiting the lowest ratio (~1), while all other strains showed values in the 1.4–2 range (Figure 7A). A very similar trend was observed when the ratio was probed biochemically through immunoblotting, using PsaA and CP47 as representative proteins for PSI and PSII, respectively (Figure 7B and Figure S5).

**Figure 7:**
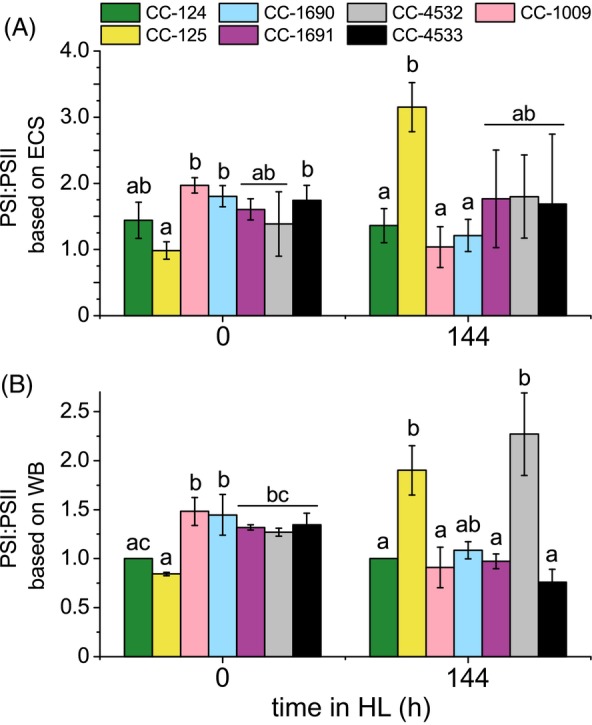
PSI:PSII ratios before and after 6 days in HL. (A) Functional PSI:PSII reaction center ratio measured *in vivo* using the electrochromic shift probe. Data shown are mean ± SD, n = 3 biological repetitions. (B) Relative PSI:PSII ratio according to immunoblot quantification of PsaA:CP47 protein signals. Data shown were normalized to CC‐124 and are mean ± SD, n = 2 biological repetitions. Identical letters above the bars indicate a lack of statistically significant difference (p < 0.05) between strains, examined via one‐way ANOVA independently for each timepoint.

Interestingly, after 6 days in HL, the functional ratio was similar to pre‐HL levels in four of the strains (CC‐124, CC‐1691, CC‐4532, CC‐4533), despite differences in their acclimation dynamics during the initial 48 h (Figure S6a) and large variations in *F*_v_/*F*_m_ (Figure 6A). Three of these strains also exhibited a decrease in the PSI:PSII ratio based on protein levels (Figure 7B). This suggests a shared characteristic between these strains: a re‐equilibration of the photosystem ratio following the initial stress response, likely to maintain balanced electron flow. In contrast, the three other strains, which did not return to their original functional PSI:PSII ratios, showed two types of responses. CC‐1009 and CC‐1690 exhibited a reduction in both functional and protein‐based PSI:PSII ratios after the HL acclimation. CC‐125, on the other hand, showed a drastic increase in the PSI:PSII ratio as measured via both functional (320%) and protein (192%) analysis.

The increases in functional PSI:PSII ratios observed during the first 2 days of HL (Figure S6a) are not unexpected. During this early phase, PSII is more susceptible to photodamage, particularly before full NPQ capacity is activated. This results in an excess of damaged PSIIs, which reduces the number of functional PSII complexes and leads to a higher PSI:PSII ratio measured via ECS. In contrast, the immunoblot results reflect only total protein abundance and are thus less influenced by the PSII functional state (Figure S6b).

### ST capacity differs between strains, and it is preserved in HL

STs are a process of antenna redistribution between PSII and PSI. In land plants, STs are most relevant in LL conditions, when the PS antenna changes have a proportional effect on electron transfer. In green algae, this process remains fully operational even at peak light mid‐day (Nawrocki et al., 2020), and is considered to be an integral part of photoprotection. To examine the capacity of the WT strains to perform ST, we measured the maximal fluorescence in states I and II, which reflects changes at the PSII level. The cells were treated with 10 μM DCMU under low‐intensity red light to induce State I. State II was instead induced in a light‐independent way by adding glucose (20 mM) and glucose oxidase to bring the cells to anoxia (Wollman & Delepelaire, 1984).

At time zero of HL acclimation, in most of the strains the maximal PSII fluorescence decreased during the State I‐to‐II transition by approximately 40–45%, except for CC‐4533 for which the ST amplitude was only ~25% (Figure 8 and Figure S7). Strikingly, after HL acclimation (6 days of HL), the capacity of ST in different strains varied dramatically: it decreased in CC‐124, CC‐1009, CC‐1690, and CC‐4533 and remained the same after a transient increase in CC‐125, CC‐1691, and CC‐4532 (Figure S7). After 6 days of HL, the change in PSII fluorescence during the State I to II transition ranged from 15 to 55%, depending on the strain. Interestingly, the pre‐acclimation to autotrophy increased the ST amplitude in most of the strains (all but CC‐125 and CC‐4532) in ML (Figure S7). This is not surprising, as at least in CC‐124, the LHCII abundance, that is, substrate availability for Stt7, increases significantly during the transition to autotrophy (Polukhina et al., 2016).

**Figure 8:**
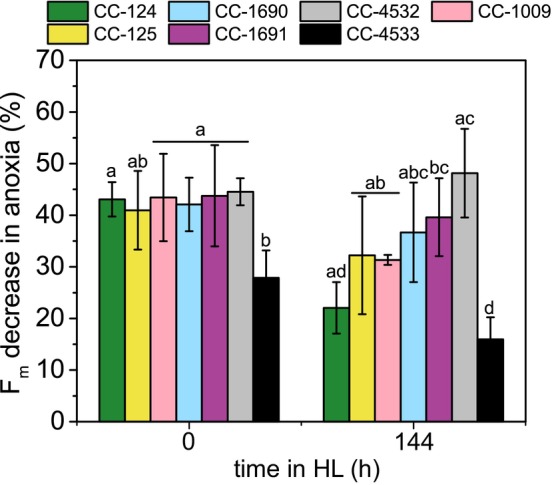
ST capacity upon HL acclimation. The decrease in fluorescence yield between State I (induced by DCMU and LL illumination) and State II (anoxia in darkness) is plotted. Data shown are mean ± SD, n = 5 for 0 and 144 h; n = 4 for 24 and 48 h. Identical letters above the bars indicate a lack of statistically significant difference (p < 0.05) between strains, examined via one‐way ANOVA independently for both timepoints.

### NPQ capacity and LHCSR3 abundance do not correlate between strains

Next, we compared the ability of the WT strains to perform NPQ. In *C. reinhardtii*, NPQ is not a constitutive photoprotection feature, and its capacity depends on a prior HL exposure (Peers et al., 2009; Polukhina et al., 2016). As shown in Figure 9A, none of the strains was able to perform NPQ in ML in photoheterotrophic conditions, but within 24 h of HL exposure, they all developed NPQ capacity identical to that of cells grown photoautotrophically in ML (Figure S8), and both types of cells had similar NPQ capacity after 6 days in HL. However, the capacity to perform NPQ increased during HL treatment with different kinetics for the different strains, with CC‐125 exhibiting the longest lag phase in NPQ development. The steady‐state level of NPQ also showed some differences between strains.

**Figure 9:**
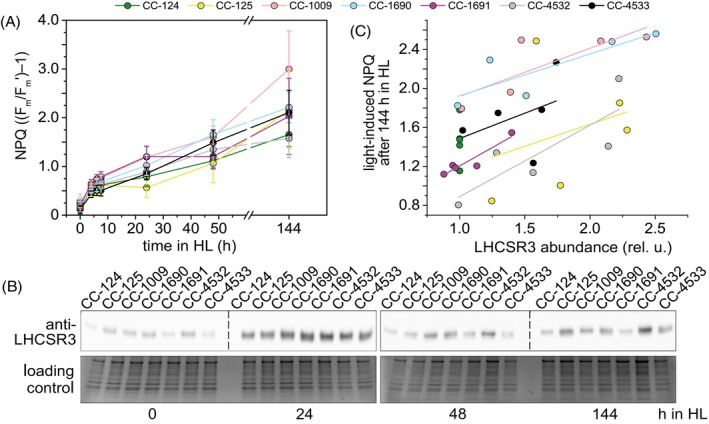
NPQ capacity under HL. (A) Cultures of the indicated strains were grown photoheterotrophically in ML. At t = 0, cultures were transitioned to photoautotrophic growth in HL, and assayed for NPQ capacity. The maximal NPQ capacity is plotted as a function of HL acclimation time. Data shown are mean ± SD, n = 7 biological replicates. (B) The kinetics of the LHCSR3 accumulation throughout the HL treatment as detected by immunoblotting. (C) The correlation between light‐inducible NPQ and LHCSR3 after 6 days of HL acclimation. LHCSR3 abundances are normalized to the LHCSR3 abundance in CC‐124 in the respective immunoblots. Each datapoint describes the ratio in a single biological replicate. The lines describe a best fit to a linear function between biological replicates, performed with least‐squared sum fitting performed separately for each strain with all datapoints belonging to the same strain. Data shown were normalized to the LHCSR3 content in CC‐124 and are mean ± SD, n = 5 biological replicates.

As NPQ in *C. reinhardtii* has been shown to depend on the proteins LHCSR1 and LHCSR3 (Peers et al., 2009), we measured their content in the cells (Figure 9B and Figure S9). After 6 days of HL, the level of LHCSR3 differed between strains, with CC‐125 and CC‐4532 showing the highest content and CC‐124 and CC‐1691 the lowest (Figure 9B). Interestingly, there was no correlation between the steady‐state NPQ level and the LHCSR3 accumulation (Figure 9C), suggesting that some other factors play an essential role in modulating the NPQ capacity in addition to LHCSR3. In the SI materials, we examine the role of the lumenal pH by inducing NPQ with acid, and we calculate a theoretical NPQ based on the maximum *F*_v_/*F*_m_. Neither approach identified a correlation with LHCSR3 abundance (Figures S10 and S11), which hints at a more complex regulation.

## DISCUSSION

In this work, we have compared the photosynthetic parameters of seven laboratory reference strains of the green alga *C. reinhardtii*: CC‐124 (mt–, 137c–), CC‐125 (mt+, 137c+), CC‐1009 (mt–, UTEX89), CC‐1690 (mt+, 21gr+), CC‐1691 (mt–, 6145), CC‐4532 (mt–, the genome reference strain), and CC‐4533 (mt–, parental strain of the CLiP mutant library). The choice of these strains was based on their distant backgrounds, which affect phenotypes and gene expression (Gallaher et al., 2015), as also supported by the large variation in pigment compositions, cell size, and growth rates observed in this work in LL and ML. Here, we have assessed a range of functional and biochemical parameters to obtain quantitative information about the extent to which the acclimation capacity to HL is genetically controlled.

### Source of large‐scale differences in basal transcription

Even though these seven WT strains were grown under identical conditions, a surprisingly large percentage of genes, 39.5%, was differentially expressed by two‐fold or more. From each strain's unique haplotype pattern (Figure 3A) and our prior study (Gallaher et al., 2015), these strains have between 100 000 and 500 000 nt variants between them that were inherited from the genetically divergent gametes that produced the Amherst lineage. It would be reasonable to expect that this degree of genetic variation would have a profound effect on the transcriptome. In contrast, there did not appear to be any observable, large‐scale differences in RNA abundances that could be attributed to differences in haplotype (Figure 3). This was most clearly demonstrated by the observation that the proportion of mixed‐haplotype genes among the DEGs is the same as the proportion of mixed‐haplotype genes among all genes (Figure 3D). If differences in RNA abundances cannot be attributed to a strain's inheritance of the two haplotypes, the next most likely explanation is that these differences have arisen while the strains were maintained in laboratories in the period since 1945. Further, many of these observed differences in basal transcription may not be entirely random. Strain CC‐125 was found to have significantly higher expression of genes involved in the response to freezing and ice binding (Figure 3E and SI Dataset S2). It is speculative, but not unreasonable, to imagine that this strain was once maintained in conditions that were too cold (a common microbiology practice), and this put selective pressure on the strain to increase expression of cold‐protective genes. Similarly, strain CC‐4533, which is the parental strain of the CLiP mutant library, had higher expression of genes involved in DNA repair. One of the strains ancestral to CC‐4533 was subjected to *N*‐Methyl‐*N′*‐nitro‐*N*‐nitrosoguanidine mutagenesis (Davies & Plaskitt, 1971). Perhaps this or other DNA‐damaging stressors created selective pressure for increased expression of DNA repair genes. Collectively, these observations support the idea that gene expression in even closely related WT strains may diverge in profound ways over time under laboratory conditions.

These findings offer a caution with respect to the interpretation of lists of DEGs when strain background has not been taken into consideration. Ideally, all experiments would be conducted exclusively in isogenic strains. But when this is not possible, or when comparing experiments performed in different groups with different strains, it may be beneficial to consider the range of inter‐strain variation in transcript abundance observed in this data set. To that end, we provide normalized transcript abundances, as FPKMs, for all strains and their inter‐strain variance (SI Dataset S3) and fold changes for all pairs of strains (SI Dataset S4) as a resource for the community. 

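FDX1 was highest in CC-1690, at 8605 ± 3466 FPKM (SD, n = 4), and lowest in CC-1691, at 3551 ± 378 FPKM, a ratio of strain means of 2.42. LHCBM1 was 25104 ± 7334 FPKM in CC-1690 and 9851 ± 1509 FPKM in CC-1691, a ratio of 2.55. Both differences exceeded the spread between replicates (limma's F test over strains, adjusted p = 3.32e-06 for FDX1 and 8.98e-07 for LHCBM1). With quantile normalization the ratios were 1.29 and 1.051. That scaling gives every library the same distribution, which by construction compresses differences in the most abundant transcripts. The lower ratios therefore do not show that these differences are absent.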

For example, ferredoxin 1 (*FDX1*, Cre14.g626700) and *LHCBM1* (Cre01.g066917) have extremely high inter‐strain variance, differing by up to ~2.5‐fold between strains. In contrast, prolyl 4‐hydroxylase 2 (*PFH2*, Cre10.g428500) and dihydrolipoamide acetyltransferase 3 (*DLA3*, Cre06.g252550) have much more modest inter‐strain variances, differing by 1.1‐fold and 1.2‐fold, respectively. 

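PFH2 ranged from 5.12 ± 0.380 FPKM (SD, n = 4) in CC-4532 to 5.86 ± 0.285 FPKM in CC-1690, a ratio of 1.14, and did not differ between strains beyond the spread of replicates (limma's F test over strains, adjusted p = 0.276). DLA3 ranged from 23.5 ± 1.34 FPKM in CC-1691 to 28.5 ± 1.18 FPKM in CC-4533, a ratio of 1.21 (adjusted p = 0.0265). With quantile normalization the ratio of DLA3 was 1.44, above the 1.29 of FDX1 under the same scaling. That scaling compresses the most abundant transcripts, FDX1 among them, more than those at the level of DLA3. The order of these ratios therefore does not decide which gene varies more between strains.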

Cross‐referencing inter‐strain comparisons with the SI datasets included with this work may help mitigate the danger of misinterpreting differences in expression.

### HL acclimation in *C. reinhardtii*

During the transition from ML to HL, *C. reinhardtii* cells modify their photosynthetic machinery to cope with excess light irradiation and achieve a HL acclimated state. It is expected that the cells acclimate to HL by changing the composition and organization of the photosynthetic apparatus, and by inducing photoprotective responses (NPQ and ST) to minimize photodamage (Erickson et al., 2015; Minagawa & Tokutsu, 2015).

HL acclimation for cells grown photoautotrophically has been reported to influence the pigment composition by: (i) strongly decreasing the Chl content per cell (Bonente et al., 2012; Neale & Melis, 1986; Polukhina et al., 2016; Virtanen et al., 2021), and (ii) significantly decreasing the Chls/Cars ratio without changing the Chl *a*/*b* ratio (Bonente et al., 2012; Cazzaniga et al., 2020; Polukhina et al., 2016). Our work shows that the Chls/Cars ratio decreases in all WTs during HL acclimation in a similar fashion (Figure 5D). However, at variance with the results from the above‐mentioned works, we also observed variations in the Chl *a*/*b* ratio after 6 days of HL exposure (acclimated state) in most strains. Surprisingly, the changes are in different directions, increasing in two strains but decreasing in the others (Figure 5C). Part of these strain‐dependent differences is due to simultaneous acclimation to autotrophy, as the kinetics of Chl *a*/*b* ratios show only minor adjustments in HL when the cells are pre‐acclimated to photoautotrophy, and only in CC‐4532 and CC‐4533 does the ratio decrease during the HL treatments (Figure S12).

The variation of Chl *a*/*b* might result from the regulation of the antenna size, due to the exclusive binding of Chl *b* to the outer antenna, or from a change in PSI/PSII ratio since the antenna of PSII contains more Chl *b* than that of PSI (Drop et al., 2011; Drop et al., 2014). In agreement with this, the antenna size of PSII was shown to correlate with changes in Chl *a*/*b* ratio (Figures 5C and 6B), increasing in all strains that showed a decrease in Chl *a*/*b* ratio, and remaining constant in CC‐1691 and CC‐4532. The latter two strains seem to function similarly to a cell wall‐deficient strain, *cw15*, which also did not exhibit a change in Chl *a*/*b* ratio nor significant changes in PSII antenna (Bonente et al., 2012). Notably, antenna modulation in HL was most pronounced in strains that exhibited the largest differences between photoheterotrophically and photoautotrophically grown cells prior to HL treatment (Figure 7B and Figure S13), suggesting that trophic status has a stronger effect on antenna size than does light intensity. However, this response also shows a high degree of strain dependency, as no major changes were observed in fully photoautotrophic CC‐1691 and CC‐4532 during the HL exposure (Figure S13). Regardless, previous studies showed that upon LL to HL shift, the cells endure a severe reduction in both PSI and PSII abundance, while the PSI/PSII ratio is not affected (Bonente et al., 2012; Polukhina et al., 2016; Virtanen et al., 2021). Hence, our functional data and immunoblot analyses (Figure 7) likely reflect the combined acclimation response to both autotrophic growth conditions and HL with a high degree of strain dependence.

### State transitions remain active in HL‐grown *C. reinhardtii*

In land plants and green algae, state transitions (ST) were thought to be mainly relevant in LL (Goldschmidt‐Clermont & Bassi, 2015), when the PS antenna changes proportionally affect electron transfer due to the distinct absorption spectra of the two photosystems. However, it was also shown that HL‐acclimated plants are capable of ST (Wientjes et al., 2013). In *C. reinhardtii*, STs were shown to be active in LL (Delosme et al., 1996; Nagy et al., 2014; Nawrocki et al., 2016; Ünlü et al., 2014) and diel cycles (Nawrocki et al., 2020), but were proposed to have a role also in HL by reducing the antenna size of PSII at the onset of the HL, before LHCSR3 accumulates in the cells (Allorent et al., 2013). This was not observed under strong illumination in LL‐grown strains that retain the capacity to do ST, as the cell remained in State I (Nawrocki et al., 2021). In the present work, we have measured maximal ST amplitude during acclimation to continuous HL to understand whether ST capacity is maintained in these conditions (Figure 8 and Figure S7). Indeed, all WTs are capable of ST after 6 days in HL, implying that ST can operate despite long‐term HL exposure. Our recent work performed in standard laboratory conditions also showed that the ST capacity of the selected WTs is preserved throughout the diel cycle, even at HL intensity (Nawrocki et al., 2020). Furthermore, ST and NPQ have been shown to be fundamentally linked and partly compensatory to one another in *C*. *reinhardtii* (Steen et al., 2022). We speculate that despite the apparent preference of the cells to remain in State I under HL, they retain the capacity to transfer the antenna to PSI upon changes in the environmental conditions. It is likely an adaptation to fluctuations in light and oxygen availability throughout the day.

As ST are a fundamental component of *C. reinhardtii* photosynthesis regardless of light intensity, differences in ST capacity reflect the genetic differences between strains (Figure 8). Moreover, ST capacities in the WTs during HL acclimation showed a decrease in most of the strains compared to LL (Figure 8), also in the cases when the PSII antenna size and thus the number of LHCII per PSII core increases (Figure 6B). This effect can be explained by a net reduction of the PQ pool when photosynthesis is saturated at the level of PQH_2_ oxidation compared to growth in LL (Sacksteder & Kramer, 2000), since the trigger of ST from state I to II transition is the reduction of the PQ pool, via either chlororespiration or PSII photochemistry (Wollman, 2001).

### The genetic background has a profound influence on NPQ

NPQ development upon HL exposure is a photoprotective strategy common to all analyzed strains, although the extent of NPQ induction varies among them (Figure 9A). This variation can be attributed to differences in genetic background (Gallaher et al., 2015; Nawrocki et al., 2020), which have previously been shown to affect photosynthetic phenotypes.

In *C. reinhardtii*, LHCSR3 is essential for NPQ (Peers et al., 2009) and several studies have demonstrated a linear correlation between LHCSR3 abundance and NPQ levels within individual strains (Bonente et al., 2012; Perozeni et al., 2018; Tian et al., 2019). However, the correlations between LHCSR3 and NPQ (or NPQ_(T)_) are no longer observed when comparing strains (Figures S10 and S11). One possible explanation is that the luminal pH, known to regulate LHCSR3 activation, may differ between strains. To test this hypothesis, we induced NPQ using acetic acid, a method previously shown to trigger stable and reversible quenching (Tian et al., 2019). Yet, as in the case of HL‐induced NPQ (Figure 9 and Figure S11), no correlation was observed between the NPQ level and the LHCSR3 content across the WTs strains (Figure S10). These results show that in addition to LHCSR3 accumulation and luminal acidification, other factors contribute to the modulation of NPQ capacity in *C. reinhardtii*, highlighting the profound influence of genetic background on the photosynthetic traits in this alga.

### A cautionary note

Here, we have demonstrated numerous ways in which commonly used ‘wild type’ strains of *C. reinhardtii* exhibit dramatically different phenotypic characteristics. This phenomenon can have an unfortunate confounding effect when interpreting experimental results. As an example, a researcher selects a strain from the CLiP mutant library that has a mutant gene of unknown function. The researcher compares that mutant strain to their preferred WT strain, CC‐125, in an assay to quantify ST capacity. The researcher observes a significant decrease in the mutant strain relative to the WT and thus assumes that the decrease in ST capacity is due to the mutated gene. However, the CLiP mutant library was produced in a background strain, CC‐4533, which we demonstrate here has significantly lower ST capacity than other WT strains like CC‐125 (Figure 8). Thus, the phenotypic differences between CC‐4533 and other WT strains that we document in this work may lead an unaware researcher to erroneously assign a role in ST to the mutant gene. Similarly, we document significant differences in cell size and TOC between strains (Figure S1) that could dramatically alter a comparison of two strains depending on whether a particular measurement was normalized to cell number or to total carbon content. Finally, we note that the substantial differences we observed in basal transcription (Figure 3), are likely the result of differences that have accumulated recently during propagation in the laboratory. Consequently, even comparisons between two strains with the same haplotype (Figure 3A) and minimal genomic variants between them, have the potential to be affected by transcriptional drift that may occur over time.

## EXPERIMENTAL PROCEDURES

### Strains

Eight strains of *C. reinhardtii* were used in this study: CC‐124, CC‐125, CC‐1009, CC‐1690, CC‐1691, CC‐4402, CC‐4532, and CC‐4533 (Gallaher et al., 2015), as indicated. All are available from the Chlamydomonas Resource Center at the University of Minnesota (https://www.chlamycollection.org/).

### Growth conditions: Trophic growth curves, Cu deficiency

Cultures were grown at 24°C with 160 rpm agitation in Tris‐acetate‐phosphate (TAP) or Tris‐phosphate (TP) medium (Harris, 2009) with a revised micro‐nutrient composition (Kropat et al., 2011) (Figures 1, 2). Photoheterotrophic cultures were grown in TAP medium with 70–80 μmol m^−2^ s^−1^ continuous illumination (2:1 ratio of 4100 K cool white and 3000 K warm white fluorescence bulbs). Heterotrophic (dark) cultures were grown in TAP without illumination (<5 μmol m^−2^ s^−1^). Photoautotrophic cultures were grown in TP medium with 70–80 μmol·m^−2^·s^−1^ continuous illumination (2:1 ratio of 4100 K cool white and 3000 K warm white fluorescence bulbs) and were supplied with sterile air for increased CO_2_ availability (air flow rate of 0.5–1 L min^−1^ L^−1^ culture volume). Cultures were maintained photoheterotrophically and were adapted to heterotrophic (dark) or photoautotrophic growth conditions for a period of at least two full growth curves prior to the inoculation of experimental cultures.

For the Cu‐deficiency study, replicate cultures were transferred sequentially two times from inoculation to stationary growth phase in photoheterotrophic growth medium without added Cu to generate cells acclimated to severe Cu deficiency. After two rounds of growth in media without Cu, the experimental cultures containing EDTA‐chelated Cu or not, and supplemented with 200 mM EDTA‐chelated Fe (10‐fold excess relative to standard medium (Kropat et al., 2011)) or not were inoculated at an initial density of 1–2 × 10^4^ cells·mL^−1^ and sampled for Chl content at a density of 4–5 × 10^6^ cells·mL^−1^.

Growth was monitored from inoculation to stationary phase, and the cell number was determined every 12 h (photoheterotrophic) or 24 h (heterotrophic) by manual counting (hemocytometer). The generation time was calculated from the resulting growth curves, starting when each culture reached 1 × 10^5^ cells·mL^−1^ up to the first time point of stationary phase.

### Growth conditions: Transcriptomics

Pre‐cultures of each WT strain were used to inoculate either two batches of two (CC‐124, CC‐1009, CC‐1690, CC‐1691, and CC‐4532) or one batch of four (CC‐125, CC‐4533) flasks to produce four biological replicate samples for each strain (Figures 3, 4). Flasks contained Tris‐Acetate‐Phosphate (TAP) (Gorman & Levine, 1965) medium supplemented with Kropat's trace metals (Kropat et al., 2011), and were inoculated at a concentration of 1.5 × 10^4^ cells·mL^−1^. Flasks were placed under continuous agitation on a shaking platform at 180 rpm at 25°C in a growth chamber under 50–70 μmol photons m^−2^ s^−1^ of continuous light. Light was generated by fluorescent bulbs with a ratio of two cool white bulbs (4100 K) to one warm white bulb (3000 K). Cultures were grown for approximately 3 days to reach mid‐log growth phase and collected at ~2–3 × 10^6^ cells·mL^−1^.

### Growth conditions: Three light intensities

The strains were grown under three light intensities as indicated: low light (LL, ~20 μmol photons m^−2^ s^−1^ grown photoheterotrophically in Tris‐Acetate‐Phosphate medium (TAP); Gorman & Levine, 1965), medium light (ML, ~80 μmol photons m^−2^·s^−1^ grown photoheterotrophically in TAP), and high light (HL, ~500 μmol photons m^−2^ s^−1^ grown photoautotrophically in high salt medium (HSM); Sueoka, 1960) with ambient CO_2_ under axenic conditions (Figures 5, 6, 7, 8, 9). Cells were grown at 25°C 140 rpm and collected during the log phase of growth for each experiment. The cultures were diluted 1 day before each physiological experiment. For LL and ML, samples were grown in TAP for at least 96 h before collection. For HL treatment, cells were pre‐grown in ML in TAP for at least 72 h and then transferred into HSM. Aliquots from HL‐treated samples were collected at 0, 4, 6, 7.5, 24, 48, and 144 h (6 days) HL exposure. Cells were dark‐adapted in open flasks shaking vigorously for at least 20 min before each measurement to make the PQ pool oxidized via chlororespiration (Nawrocki et al., 2015).

### RNA‐Seq library generation and analysis

Total RNA was purified using commercial kits as described previously (Dupuis et al., 2025). Poly‐adenylated mRNA was selected and used to construct libraries for sequencing on the Illumina platform following standard protocols with commercial kits from Illumina. Sequencing was performed on the Illumina HiSeq 3000 with 50 nt single‐end reads.

The resulting data were mapped to the *C. reinhardtii* CC‐4532 reference genome assembly and gene annotations (v6.1) available from Phytozome.net. Mapping was performed with STAR (Dobin et al., 2013) using the following parameters: ‐‐alignIntronMax 3000 ‐‐outSAMtype BAM SortedByCoordinate ‐‐outMultimapperOrder Random ‐‐outSAMmultNmax 1 ‐‐limitBAMsortRAM 2 000 000 000 ‐‐outSAMunmapped Within. All subsequent analyses were performed using the R statistical computing platform with analysis packages as described below. Reads were assigned to genes with the featureCounts() function of Rsubread package using the following parameters: annot.ext = annotations, isGTFAnnotationFile = ‘SAF’, useMetaFeatures = TRUE, allowMultiOverlap = TRUE, fracOverlap = 0.5, minOverlap = 30, largestOverlap = TRUE, countMultiMappingReads = TRUE, fraction = TRUE, minMQS = 0, primaryOnly = TRUE, ignoreDup = FALSE, strandSpecific = 2, genome = genome, isLongRead = FALSE, isPairedEnd = FALSE, countReadPairs = TRUE, checkFragLength = TRUE, minFragLength = 50, maxFragLength = 3000, countChimericFragments = FALSE, autosort = TRUE. Differentially expressed genes (DEGs) and normalized expression estimates in terms of fragments per kb of gene per million mapped reads (FPKMs) were calculated with the DESeq2 package (Love et al., 2014). A gene was considered a DEG between two strains if it met the following criteria: (1) >1 FPKM in at least one of the two strains, (2) an *s*‐value <0.01, and (3) >2‐fold difference between strains. PCA analysis was performed on the 1000 genes with the largest inter‐strain variance using the prcomp() function in the stats package, and plotted with the ggplot2 package. *k*‐means clustering was performed with the kmeans() function in the stats package. Gene ontology (GO) enrichment was performed with the enricher() function in the clusterProfiler package. Heatmaps were generated with the ComplexHeatmap package. The hypergeometric distribution was calculated with the phyper() function in the stats package.

### Pigment analysis

Absorption spectra were measured with a Cary 4000 UV–Vis spectrophotometer. Pigments were extracted from the cells in 80% acetone (Sigma‐Aldrich, Saint Louis, MO, USA) saturated with Na_2_CO_3_ (Porra et al., 1989) and the spectra of the extract were fitted with the spectra of individual pigments according to (Croce et al., 2002). HPLC was performed as described in (Gilmore & Yamamoto, 1991) with a few modifications: acetonitrile: methanol: 0.1 M Tris–HCl (pH 7.6) = 72: 8: 10 (v/v).

### Physiological measurements

Joliot‐type spectrophotometer JTS‐10 (Biologic, Seyssinet‐Pariset, Grenoble, France) was used to perform fluorescence measurements. The cultures were placed in a custom‐made cuvette holder and were stirred during measurements. To sufficiently induce NPQ, an LED actinic light (1500 μmol photons m^−2^·s^−1^ peaking at 630 nm (BeamBio, La Rochelle, France)) was used, which is about three times higher than the high light growth condition. Saturating pulses of >10 000 μmol photons m^−2^·s^−1^ and 180 ms pulse duration were used. Fluorescence was triggered by 10 μs flashes of white light passing through a 520 nm (10 nm FWHM) Schott filter and detected after a longpass >660 nm filter.

### NPQ measurements

After the 20‐min dark incubations to relax any quenching mechanisms acting in HL, NPQ was measured as follows. A short 5.5‐min protocol was used, in which the illumination phase (to calculate maximum NPQ) was 2.5 min after the short 10‐second dark period (when F_0_ was acquired), and the subsequent recovery period (in darkness) was 3 min. Non‐photochemical quenching (NPQ) was calculated as (*F*_m_/*F*_m_′)‐1, and the first 50‐second fluorescence signals (within the illumination) were used for maximum NPQ calculation to avoid the possible superposition of state transitions that occur on longer timescales. Maximum quantum efficiency of PSII photochemistry (*F*_v_/*F*_m_) was calculated as (*F*_m_ − *F*_0_)/F_m_. All parameters were calculated according to (Baker, 2008).

Acetic acid‐induced NPQ was estimated with a DUAL‐PAM (Walz). 1 M acetic acid was used to decrease the pH of the cell suspension to 5.5. The quenching was then reversed by adding 2 M KOH to neutralize the pH to the value prior to the acid addition to ensure quenching reversibility.

### Functional antenna size of PSII

The kinetics of fluorescence from dark‐adapted cells (PSII open centers, Q_A_ maximally oxidized) to light (PSII closed centers, Q_A_ maximally reduced) were recorded in the presence of dichlorobenzyl dimethyl urea (DCMU, 10 μM, added after the 20‐min dark incubation) by a low intensity red actinic light ~35 μmol photons m^−2^·s^−1^ peaking at 630 nm (Nawrocki et al., 2019; Tian et al., 2019). The dark acclimation was achieved via the 20‐min dark incubations as mentioned above.

### State transitions

To measure the maximal amplitude of ST, State I was induced via aerobic dark‐incubation as mentioned above, followed by subsequent illumination with red light in the presence of 10 μM DCMU that was added to the sample after the dark‐incubations. During the illumination the fluorescence signal was measured every 2 mins, and State I was considered to be complete upon achieving a stable fluorescence level (generally after ~10 ± 2 min of illumination). In turn, State II was induced by the addition of glucose (20 μM) and glucose oxidase as described in (Nawrocki et al., 2016) to establish anoxia. To measure maximum fluorescence (*F*_m_′), red actinic light with low intensity was used and *F*_m_′ was recorded every ~2 min. To calculate state transitions (%), every *F*_m_′ was normalized to the last *F*_m_′ point in state I induction, meaning that the point of *F*_m_′ was recorded before the addition of glucose and glucose oxidase. These kinetics were then plotted and the STI‐>STII transition was fitted with a monoexponential decay function (*y* = A1*exp(−*x*/*t*1) + *y*0) in OriginLab software.

### Electrochromic shift (ECS) measurements

PSI:PSII reaction center ratio was measured according to (Alric et al., 2010; Joliot & Joliot, 2005) with minor modifications (Nawrocki et al., 2016), using green Nd:YAG laser pumping a red fluorescent dye to trigger photochemistry and the signal was detected (at 520 nm) 140 μs after the laser flash.

### Sample preparations and immunoblots

Total cell protein extracts and immunoblots were performed according to (Dinc et al., 2014; Ramundo et al., 2013) with a few modifications (Nawrocki et al., 2020). 5 μg total cell protein extracts were loaded on each well. All antibodies were purchased from Agrisera (Sweden).

## AUTHOR CONTRIBUTIONS

SDG, AG, SSM, and RC conceived the experiments. XL, OV, SDG, WN, and AG performed the experiments. XL, OV, WN, SDG, and AG analyzed data. SDG, SSM, and RC wrote the manuscript with contributions from all authors.

## CONFLICT OF INTEREST

The authors declare that they have no conflicts of interest associated with this work.

## Supporting information

**Dataset S1.** DEGs with haplotypes.

**Dataset S2.** GO term enrichment.

**Dataset S3.** FPKMs all genes.

**Dataset S4.** Differential expression.

**Figure S1.** Variation in cell size and its impact on estimate of biomass.
**Figure S2.** Micronutrient content.
**Figure S3.** Transcriptomic analysis of the Chl biosynthesis pathway.
**Figure S4.** Transcriptomic analysis of the carotenoid biosynthesis pathway.
**Figure S5.** Representative immunoblots.
**Figure S6.** Changes in PSI:PSII ratio.
**Figure S7.** PSII fluorescence.
**Figure S8.** NPQ capacity under HL.
**Figure S9.** LHCSR1 versus NPQ capacity after six days of HL acclimation.
**Figure S10.** NPQ versus LHCSR3 upon HL acclimation.
**Figure S11.** Correlations of LHCSR3 and NPQ_(T)_ in the WT strains after 144 h HL treatment.
**Figure S12.** Changes in Chl and Car content during HL acclimation.
**Figure S13.** PSII antenna response.

## Data Availability

Transcriptomics data, including raw Illumina sequencing reads and normalized transcript abundance values (as FPKMs), are available from the US National Center for Biotechnology Information Gene Expression Omnibus repository at accession number GSE296941.

# Supplementary material for: Hidden diversity: Transcriptomic and photosynthetic variation among common ‘wild type’ Chlamydomonas strains
**Source:** Plant J. 2025 Dec 5;124(5):e70615. doi: 10.1111/tpj.70615
**Supplement:** Supplementary file 5 — Figure S1. Variation in cell size and its impact on estimate of biomass. Figure S2. Micronutrient content. Figure S3. Transcriptomic analysis of the Chl biosynthesis pathway. Figure S4. Transcriptomic analysis of the carotenoid biosynthesis pathway. Figure S5. Representative immunoblots. Figure S6. Changes in PSI:PSII ratio. Figure S7. PSII fluorescence. Figure S8. NPQ capacity under HL. Figure S9. LHCSR1 versus NPQ capacity after six days of HL acclimation. Figure S10. NPQ versus LHCSR3 upon HL acclimation. Figure S11. Correlations of LHCSR3 and NPQ(T) in the WT strains after 144 h HL treatment. Figure S12. Changes in Chl and Car content during HL acclimation. Figure S13. PSII antenna response.

## Hidden diversity: Transcriptomic and photosynthetic variation among common 'wild type' *Chlamydomonas* strains

Xin Liu, Olli Virtanen, Sean D. Gallaher, Wojciech J. Nawrocki, Anne G. Glaesener, Sabeeha S. Merchant, Roberta Croce

### SUPPLEMENTAL RESULTS

#### Variation in macronutrient content

Cell size is another important phenotypic variable among strains, and one that can contribute to mis-interpreting molecular data presented on a per cell basis. In standard laboratory growth conditions (see methods) CC-124, CC-4532, and CC-1691 had very similar volumes of  $353 \pm 38$ ,  $328 \pm 49$ , and  $315 \pm 42 \mu\text{m}^3$ , respectively. CC-1690 was significantly larger at  $439 \pm 69 \mu\text{m}^3$  (134% of CC-4532) while CC-1009 was smaller at  $227 \pm 25 \mu\text{m}^3$  (69% of CC-4532) (Figure S1a).

The biomass of a culture can be estimated based on the content of abundant elements like carbon, nitrogen, phosphorus and sulfur that are constituents of biological macromolecules. Indeed, C, N and S, are excellent proxies for biomass. On a per cell basis CC-1690 has more total organic carbon (TOC) (Figure S1b), but when normalized to cell volume, falls into the same range as for other strains (Figure S1c). Likewise, CC-1009 has a lower C content, but this is related to its smaller size. On the other hand, CC-1690 showed lower P content, both on a per cell or per volume basis while for CC-1009 the P content ( $119.0 \pm 27.4 \times 10^6 \text{ atoms} \cdot \mu\text{m}^{-3}$ ) is notably (2- to 3-fold) increased relative to CC-4532 ( $61.0 \pm 15.4 \times 10^6 \text{ atoms} \cdot \mu\text{m}^{-3}$ ) or CC-1690 ( $43.0 \pm 8.4 \times 10^6 \text{ atoms} \cdot \mu\text{m}^{-3}$ ). This may relate to variation in the polyphosphate content of individual genotypes, which in turn can impact other elemental profiles and aspects of metabolism, including increased Ca content (Tsednee *et al.*, 2019; Hui *et al.*, 2022; Aksoy *et al.*, 2014). Indeed, we note that CC-1009 also has a high Ca content (Figure S2).

#### Exploring factors that may modulate NPQ

In the main text, we demonstrate that there is no correlation between the steady-state NPQ level and accumulation of LHCSR3. Here we attempt to identify other possible explanations for the differences in NPQ. The first candidate is a different lumenal pH. Acetic acid pH titration has been used to obtain a stable and reversible quenched state in algae without the need for illumination (Endo and Asada, 1996; Dinc *et al.*, 2016; Kosuge *et al.*, 2018; Tian *et al.*, 2019), because lowering the pH leads to protonation of the lumenal residues of LHCSRs (Bonente *et al.*, 2011; Liguori *et al.*, 2013; Ballottari *et al.*, 2016). This approach allows measurement of NPQ capacity independent of the functionality of the electron transport chain and ATPase activity. To check whether the maximum level of NPQ correlates with the amount of LHCSR3, we measured acid-induced NPQ in the cells throughout the HL treatment. No correlation was found between acetic acid-induced NPQ and the amount of LHCSR3 when comparing different strains (Figure S11). To rule out the possibility of different amounts of static quenching being present in the strains, we calculated the theoretical NPQ ( $\text{NPQ}_{(T)}$ ) as proposed previously (Tietz *et al.*, 2017). The  $\text{NPQ}_{(T)}$  parameter assumes that the entire extent of  $F_v/F_m$  decrease in the dark is due to static quenching and allows the calculation of the effective NPQ. We adopted two ways to assess  $\text{NPQ}_{(T)}$ : (i) using the maximum  $F_v/F_m$  of each strain measured in LL (Figure 6A and Figure S12a) and (ii) using the value of CC-1009 at 0 h HL, since this strain has the highest  $F_v/F_m$  of all WTs (Figure S12b). As with the comparison between NPQ and LHCSR3 (Figure 9C), no linear correlation was observed between  $\text{NPQ}_{(T)}$  and LHCSR3 at 144 h HL with either type of  $\text{NPQ}_{(T)}$  estimation (Figure S12).

## SUPPLEMENTAL FIGURES

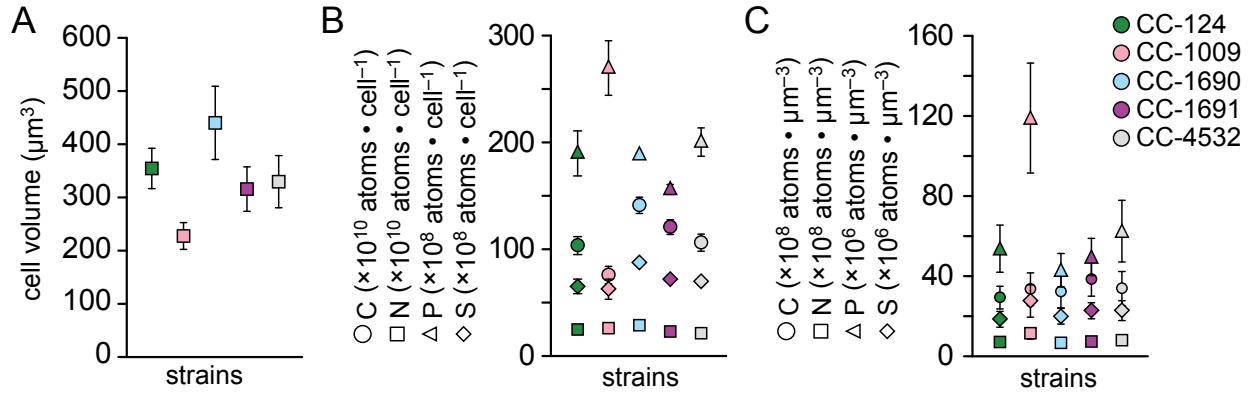

**Figure S1.** Variation in cell size and its impact on estimate of biomass.

Photoheterotrophically-grown cells were grown to a density of  $2 \times 10^6$  cells  $\cdot$  mL $^{-1}$  and sampled for measurements. (A) The cell volume was calculated, assuming a sphere, from the median diameter measured for four independent cultures of each strain. Biomass was estimated as the elemental content on a per cell (B) or per volume (C) basis. Carbon (circle) and nitrogen (square) contents were measured by TOC-TN analysis. Phosphorous (triangle) and sulfur (diamond) content were measured by ICP-MS. The mean of four replicates is shown, error bars represent SD.

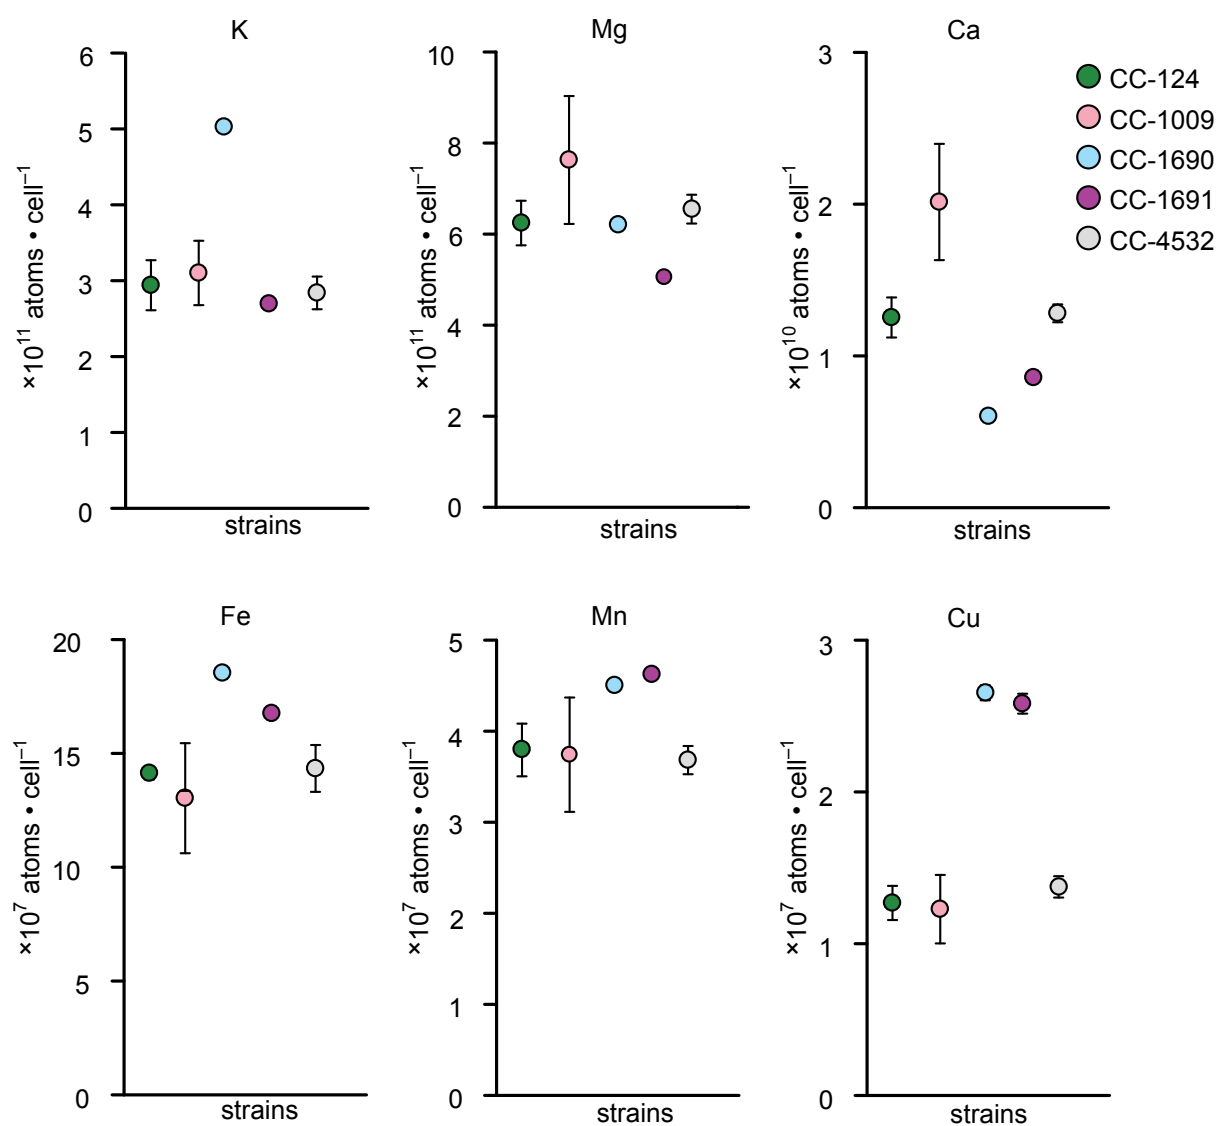

**Figure S2.** Micronutrient content.

Photoheterotrophic cultures were grown to a density of  $2 \times 10^6$  cells  $\cdot$  mL $^{-1}$  in replete media for elemental analysis. Cellular K, Mg, Ca, Fe, Mn and Cu content were measured by ICP-MS/MS. The mean of four replicates is shown. Error bars represent SD.

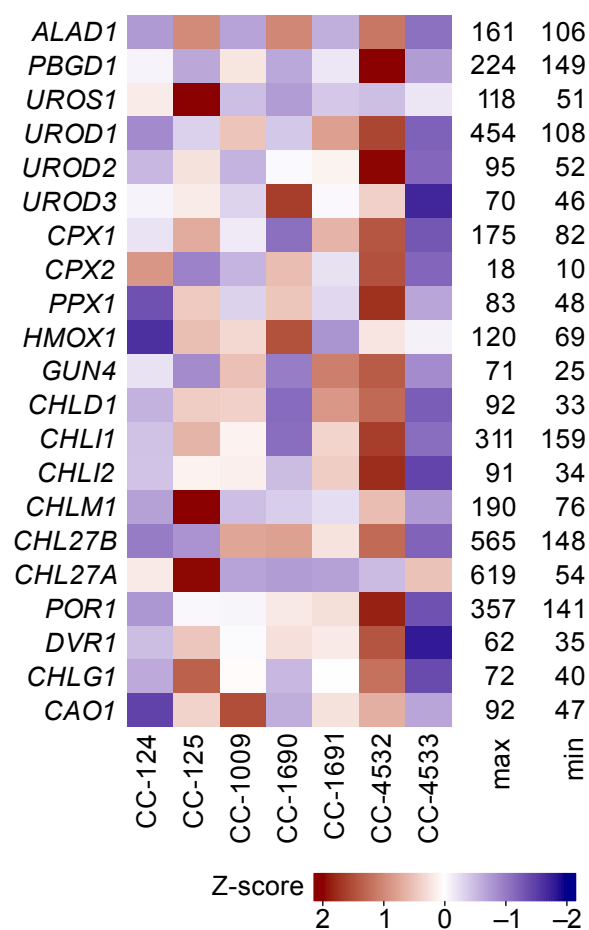

**Figure S3.** Transcriptomic analysis of the Chl biosynthesis pathway.

Transcript abundances were calculated for the seven indicated strains in terms of FPKMs for nucleus-encoded genes that encode components of the chlorophyll biosynthesis pathway. FPKMs were Z-score normalized and plotted as a heatmap. The maximum and minimum FPKMs for each gene are shown on the right. Gene symbols from the v6.1 gene annotations are labeled.

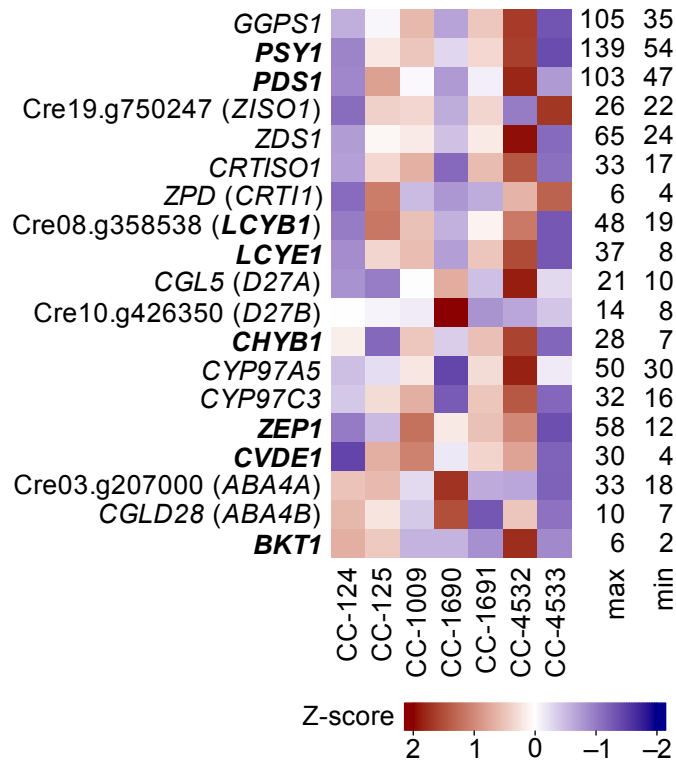

**Figure S4.** Transcriptomic analysis of the carotenoid biosynthesis pathway.

Transcript abundances were calculated for the seven indicated strains in terms of FPKMs for nucleus-encoded genes that are known or predicted to encode components of the carotenoid biosynthesis pathway (Goodenough, 2023). FPKMs were Z-score normalized and plotted as a heatmap. The maximum and minimum FPKMs for each gene are shown on the right. Gene symbols (if annotated) or gene identification numbers from the v6.1 gene annotations are labeled. Updated gene symbols proposed in Table 22.1 of (Goodenough, 2023) are indicated in parentheses. Symbols in bold have been experimentally confirmed.

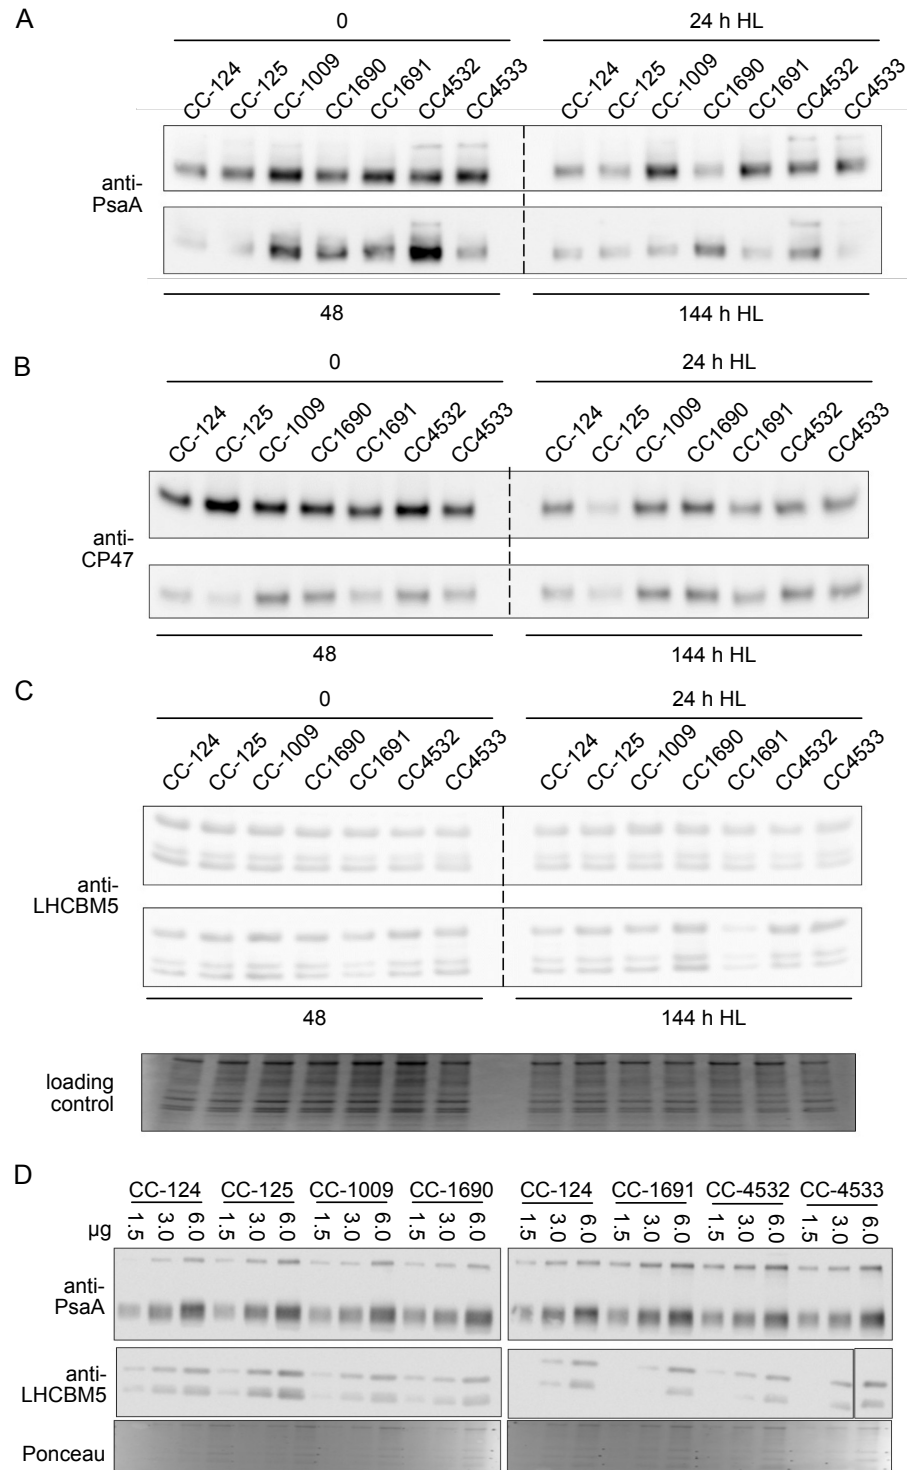

**Figure S5.** Representative immunoblots.

Immunoblots showing the levels of (A) PsaA, (B) CP47, and (C) LHCBM5 at different time points during HL acclimation. (D) Representative loading series (1.5, 3.0 and 6.0 µg of total protein) of anti-PsaA and anti-LHCBM5 antibodies. 5 µg of total protein extracts were loaded on each well in (A)-(C).

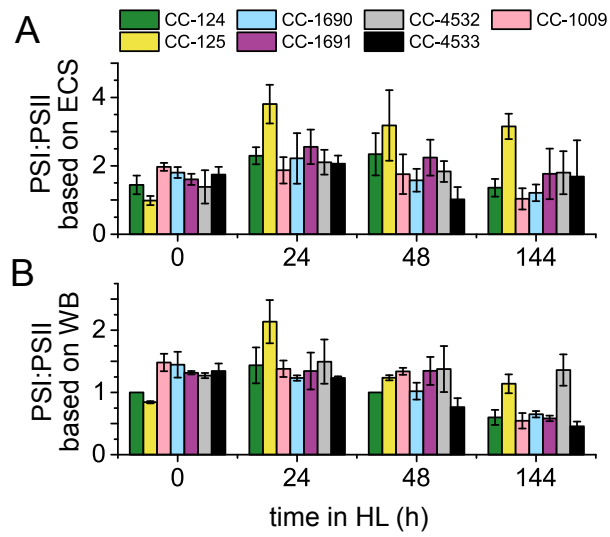

**Figure S6.** Changes in PSI:PSII ratio.

The functional (A) and immunoblotting-dependent (B) PSI:PSII ratios during the entire HL exposure.

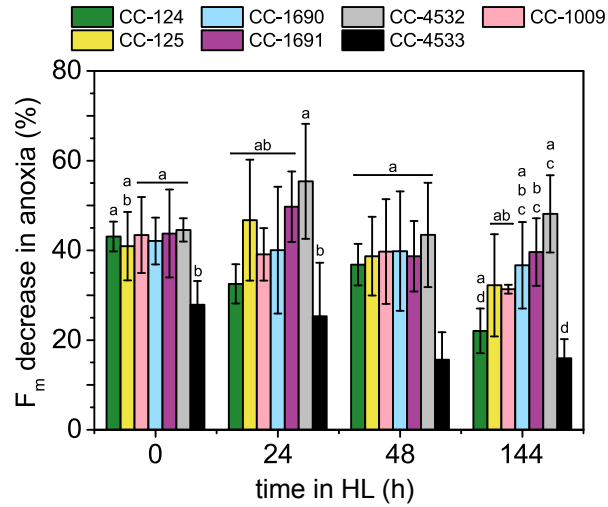

**Figure S7.** PSII fluorescence.

Changes in the amplitude of maximal PSII fluorescence decrease during state transitions in response to HL acclimation. Data shown are mean  $\pm$  SD,  $n = 5$  for 0 h and 144 h;  $n = 4$  for 24 h and 48 h,  $n =$  biological replicates. Identical letters above the bars indicate a lack of statistically significant difference ( $p < 0.05$ ) between strains, examined via one-way ANOVA independently for each timepoint.

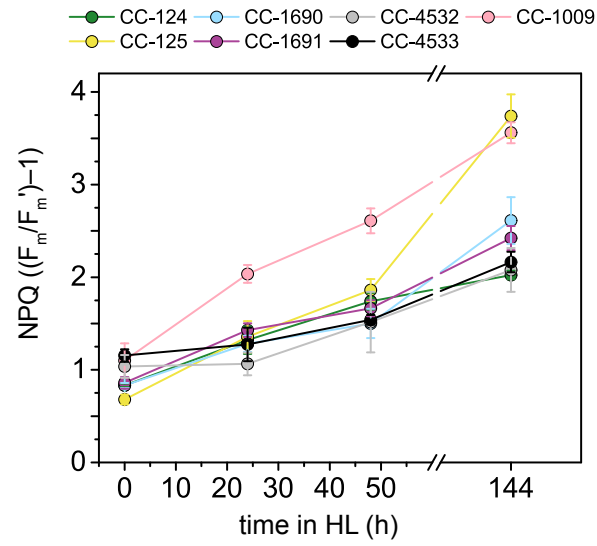

**Figure S8.** NPQ capacity under HL.

Cultures of the indicated strains were grown photoautotrophically in ML. At  $t = 0$ , cultures were transitioned to photoautotrophic growth in HL, and assayed for NPQ capacity. Increases in NPQ capacity are plotted for each strain over six days of HL acclimation.

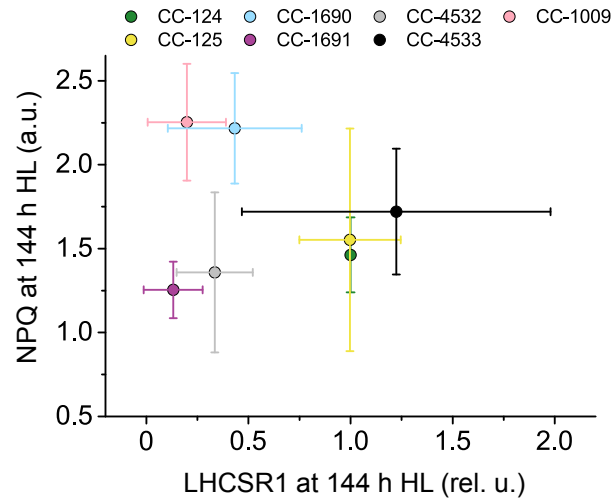

**Figure S9.** LHCSR1 versus NPQ capacity after six days of HL acclimation.

Immunoblots were normalized to LHCSR1 in CC-124. Both LHCSR1 quantifications and NPQ values are mean  $\pm$  SD,  $n = 5$  biological replicates.

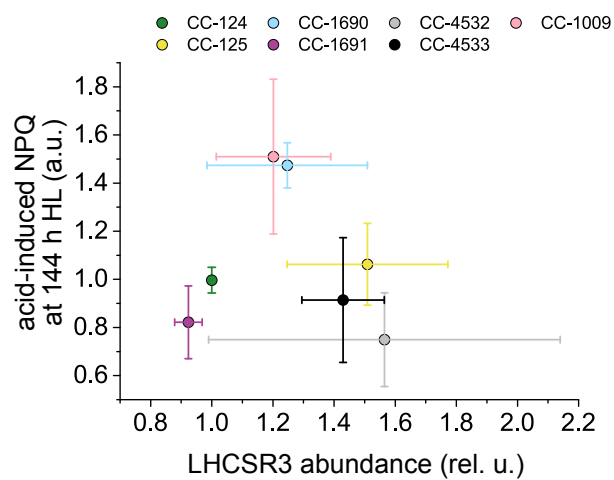

**Figure S10.** NPQ versus LHCSR3 upon HL acclimation.

Correlation between acetic acid-induced NPQ and LHCSR3 content after six days of HL acclimation. The data are normalized to the LHCSR3 content in CC-124 and are mean  $\pm$  SD, n = 3.

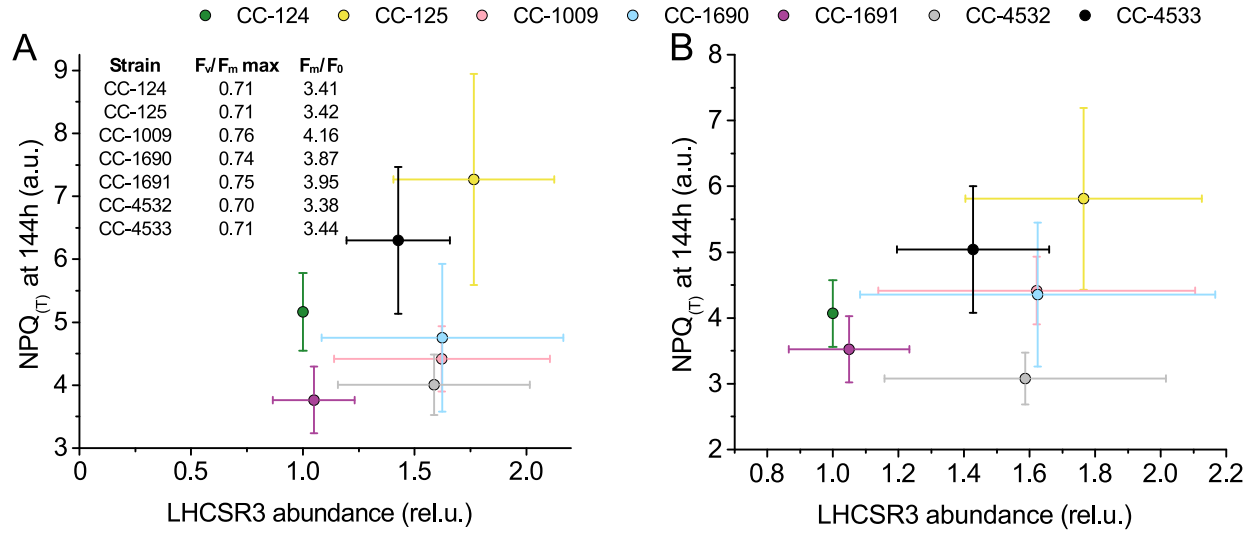

**Figure S11.** Correlations of LHCSR3 and NPQ<sub>(T)</sub> in the WT strains after 144 h HL treatment.

NPQ<sub>(T)</sub> was calculated with the equation:  $NPQ_{corr} = (F_m/F_0 \cdot (1 - F_v/F_m) \cdot F_m/F_m') - 1$ , where the  $F_m/F_0$  of each strain separately in (A) and by utilizing the highest value 4.16 of CC-1009 in (B).

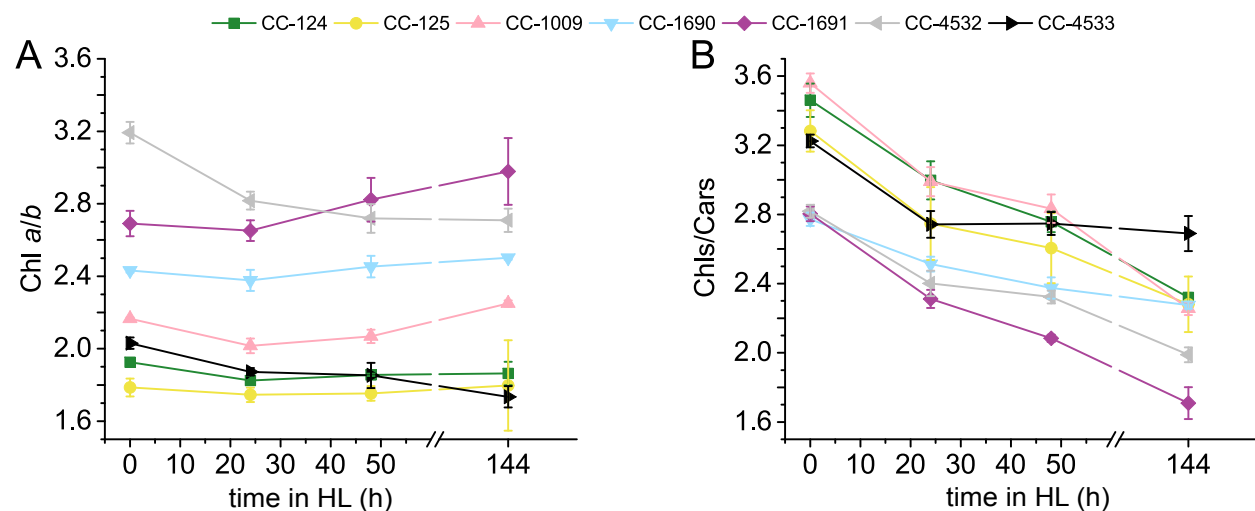

**Figure S12.** Changes in Chl and Car content during HL acclimation.

Changes in (A) Chl *a/b* ratio and (B) the Chls/Cars ratio during HL acclimation are plotted over six days of HL acclimation. Cells were pre-acclimated to photoautotrophy by growing them under moderate light in HSM for 6 generations prior to HL exposure.  $n = 3$  biological replicates.

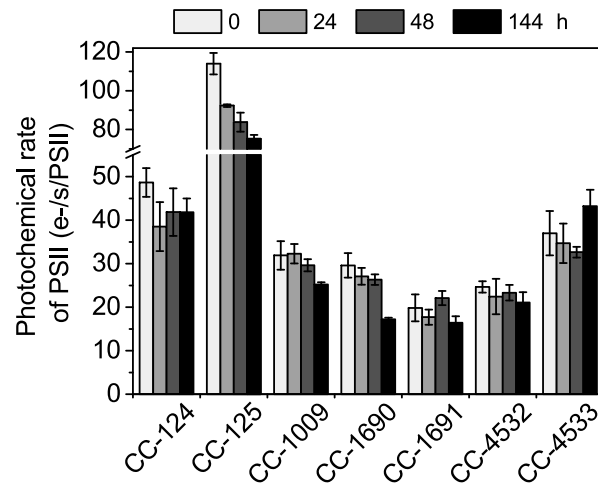

**Figure S13.** PSII antenna response.

Changes in functional PSII antenna in response to HL acclimation in cells pre-acclimated to photoautotrophy by growing them under ML in HSM for six generations prior to HL exposure. n = 3 biological replicates.

## SUPPLEMENTAL METHODS

### Estimation of cell volumes

The size distribution of healthy mid-logarithmic cells was determined by using a cell counter to estimate the median diameter of at least 500 individual cells per strain per culture. Assuming each cell approximates a sphere, the median volume of four independent cultures was calculated for each strain.

### Elemental analysis by Inductively Coupled Plasma (ICP)-MS/MS

$1 \times 10^8$  cells were collected in 50-mL tubes by centrifugation (2 min, 2 500 *g*, 20°C), washed twice with 50 mL 1 mM Na<sub>2</sub>-EDTA, pH 8.0 (to remove surface-bound metal ions), quantitatively transferred to 15-mL tubes and rinsed twice with 15 mL purified water. Pelleted cells without any remaining supernatant were carefully overlaid with 286  $\mu$ L nitric acid (~70% v/v). Samples were lysed at RT for 20-24 h, followed by 1-2h at 65°C to completely dissolve the biomass, and diluted with 9.6 mL deionized water to a final nitric acid concentration of 2%. Elemental compositions were determined by ICP-MS/MS on an Agilent 8800 triple quadrupole ICP-MS/MS instrument with autosampler and standard sample introduction system by comparison to an environmental calibration standard (Agilent 5183-4688), as well as a sulfur (Inorganic Ventures CGS1) and phosphorus (Inorganic Ventures CGP1) standard, <sup>89</sup>Y (Inorganic Ventures MSY-100PPM), which is not naturally present in algae, served as an internal standard to monitor signal recovery, ion suppression and matrix effects. The concentrations of the analytes were determined in MS/MS mode, <sup>24</sup>Mg, <sup>55</sup>Mn, and <sup>63</sup>Cu were analyzed directly with helium (He) in collision mode, <sup>39</sup>K, <sup>40</sup>Ca, and <sup>56</sup>Fe were analyzed directly with hydrogen (H<sub>2</sub>) in reaction mode, <sup>31</sup>P and <sup>32</sup>S were analyzed with oxygen (O<sub>2</sub>) in reaction mode and detected as mass-shifted ions (Q2 = Q1 + 16). The average of four technical replicates was used for each individual biological sample, the variation between the technical replicates never exceeded 5% for an individual sample. Taking the natural abundance of isotopes into account, the total abundance of each element in each sample was automatically calculated within the Agilent MassHunter software operating the ICP-MS/MS from the single isotope detection. Total elemental content is shown in Figures S1 and S2.

### Elemental analysis of Total Organic Carbon and Total Nitrogen (TOC-TN)

$3 \times 10^7$  cells were collected by centrifugation (5 min, 2 500 *g*, 4°C), washed twice with 50 mL purified water, resuspended in 3 M HCl to a final volume of 540  $\mu$ L and incubated for 16h at 65°C with constant agitation. Fractions of the cell lysate were diluted to  $1 \times 10^5$  cells·mL<sup>-1</sup> with deionized water (180  $\mu$ L cell lysate and 19.82 mL water) and analyzed for non-purgeable organic carbon (C) and total nitrogen (N) content using a TOC-I CSH with TNM-I unit and autosampler (Shimadzu Corp). In the instrument, a fraction of the sample (200  $\mu$ L) is acidified with H<sub>3</sub>PO<sub>4</sub>, purged of inorganic carbon by sparging with purified air, and the remaining non-purgeable organic carbon oxidized to CO<sub>2</sub> at 720°C in the presence of a catalyst. The resulting CO<sub>2</sub> concentration was measured in technical triplicates with a non-dispersive infrared (NDIR) gas analyzer. Nitrogen oxide from the oxidized total nitrogen was analyzed in triplicates on a chemiluminescence gas analyzer. The peak area was calculated and compared to calibration curves generated from separate C and N solutions containing 25 mg C·L<sup>-1</sup> (potassium hydrogen phthalate) and 25 mg N·L<sup>-1</sup> (potassium nitrate), respectively.

## SUPPLEMENTAL REFERENCES

- Aksoy, M., Pootakham, W. and Grossman, A.R.** (2014) Critical function of a Chlamydomonas reinhardtii putative polyphosphate polymerase subunit during nutrient deprivation. *Plant Cell*, **26**, 4214–4229.
- Ballottari, M., Truong, T.B., Re, E., De, Erickson, E., Stella, G.R., Fleming, G.R., Bassi, R. and Niyogi, K.K.** (2016) Identification of pH-sensing Sites in the Light Harvesting Complex Stress-related 3 Protein Essential for Triggering Non-photochemical Quenching in Chlamydomonas reinhardtii. *J Biol Chem* **291**, 7334-7346.
- Bonente, G., Ballottari, M., Truong, T.B., Morosinotto, T., Ahn, T.K., Fleming, G.R., Niyogi, K.K. and Bassi, R.** (2011) Analysis of LhcSR3, a protein essential for feedback de-excitation in the green alga Chlamydomonas reinhardtii. *plos Biol* **9**, e1000577.
- Dinc, E., Tian, L., Roy, L.M., Roth, R., Goodenough, U. and Croce, R.** (2016) LHCSR1 induces a fast and reversible pH-dependent fluorescence quenching in LHCII in Chlamydomonas reinhardtii cells. *Proc Natl Acad Sci U S A* **113**, 7673-7678.
- Endo, T. and Asada, K.** (1996) Dark Induction of the Non-Photochemical Quenching of Chlorophyll Fluorescence by Acetate in Chlamydomonas reinhardtii. *Plant and Cell Physiology* **37**, 551-555.
- Goodenough, U. ed.** (2023) The Chlamydomonas Sourcebook. In *The Chlamydomonas Sourcebook (Third Edition)*. Academic Press. Available at: <https://www.sciencedirect.com/science/article/pii/B9780128224571000212> [Accessed August 19, 2025].
- Hui, C., Schmollinger, S., Strenkert, D., Holbrook, K., Montgomery, H.R., Chen, S., Nelson, H.M., Weber, P.K. and Merchant, S.S.** (2022) Simple steps to enable reproducibility: culture conditions affecting Chlamydomonas growth and elemental composition. *Plant J*, **111**, 995–1014.
- Kosuge, K., Tokutsu, R., Kim, M., Akimoto, S., Yokono, M., Ueno, Y. and Minagawa, J.** (2018) LHCSR1-dependent fluorescence quenching is mediated by excitation energy transfer from LHCII to photosystem I in Chlamydomonas reinhardtii. *Proc Natl Acad Sci U S A* **115**, 3722-3727.
- Liguori, N., Roy, L.M., Opacic, M., Durand, G. and Croce, R.** (2013) Regulation of Light Harvesting in the Green Alga Chlamydomonas reinhardtii: The C-Terminus of LHCSR Is the Knob of a Dimmer Switch. *J Am Chem Soc* **135**, 18339-18342.

- Tian, L., Nawrocki, W.J., Liu, X., Polukhina, I., Stokkum, I.H.M. and Croce, R.** (2019) pH dependence, kinetics and light-harvesting regulation of nonphotochemical quenching in *Chlamydomonas*. *Proc Natl Acad Sci U S A* **116**, 8320-8325.
- Tietz, S., Hall, C.C., Cruz, J.A. and Kramer, D.M.** (2017) NPQ(T) : a chlorophyll fluorescence parameter for rapid estimation and imaging of non-photochemical quenching of excitons in photosystem-II-associated antenna complexes. *Plant Cell Environ* **40**, 1243-1255.
- Tsednee, M., Castruita, M., Salomé, P.A., et al.** (2019) Manganese co-localizes with calcium and phosphorus in *Chlamydomonas* acidocalcisomes and is mobilized in manganese-deficient conditions. *J Biol Chem*, **294**, 17626–17641.

How the deposited data were processed for this re-analysis (not part of the article)

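RNA abundance was measured in 28 libraries, 4 biological replicates of each of 7 *Chlamydomonas* strains, all grown in the same medium, light and temperature. Strain and replicate were taken from the sample labels, and mating type and inoculation from the paper. Same-numbered replicates of different strains are separate cultures, and the numbers come from the labels. The cultures of CC-125 and CC-4533 were inoculated as 1 batch and those of each other strain as 2. Which replicates shared a batch is not given, so batch was not modeled. All tests and SDs treat the 4 cultures of a strain as independent. CC-125 and CC-4533 form library set 2 in the labels and the other 5 strains form library set 1.

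The authors sequenced 50 nt single-end reads, mapped them with STAR to the CC-4532 genome (v6.1), assigned them to genes with featureCounts, with 1 location kept per read and multimapping reads counted as fractions, and calculated with DESeq2 the FPKMs that they deposited, one column per library, together with a second table of strain means. Both deposited tables hold FPKM values rounded to 2 decimals. The FPKM table of the replicates was used throughout. In 1 line of it the definition was split over columns and the values were taken from the end of the line. The authors' fold changes and haplotypes in the supplementary datasets were used only where named, and those that could be read covered 1999 genes, mainly of chromosome 1. Read counts were not analysed here, so the absolute depth is unknown, no interval for counting error is given, and values near 0 FPKM have unknown precision. The relative depth was taken as the smallest factor that turns low FPKMs, multiplied by the normalized counts per FPKM from Dataset S4, into whole numbers, over 51 to 84 values per library. The mean distance of these values from whole numbers was 0.0126 to 0.0361, against a median of at least 0.249 over all factors tried. The rule of taking the smallest such factor was added after a first search had returned multiples of it in a few libraries.

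Gene-wise tests were run with limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.1) with a trend in the variance, over all 28 libraries, for the 14785 genes with a mean above 1 FPKM in at least one strain. The paper's criteria for a DEG are a level above 1 FPKM, an *s*-value limit and, separately, a difference of more than 2-fold. In their place limma's treat test against 2-fold was used at an adjusted p-value of 0.01. It is stricter than a test against no change with a separate 2-fold limit. The paper does not name the change that its *s*-values test against, so which test is closer to the paper's is not known. The treat test was chosen because small but precisely estimated changes in Dataset S4 can have large *s*-values. On the part of chromosome 1 in Dataset S1 it called 52.4% of the DEGs that the authors list, and the test against no change called 99.9%, where 61.3% of its own calls were in that list. Each strain was compared with the mean of the other 6 by the same fit, and the gene lists of Fig. 4, Figure S3 and Figure S4 were tested with the moderated test against no change. Gene sets were tested with camera. Principal components, distances and *k*-means clusters (10 clusters, 50 starts) were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0. The block haplotypes of Fig. 3A were read from its colors with Pillow 12.0.0, and on chromosome 1 they had 0 mismatches with the haplotypes given in Dataset S1 over 1261 entries. Gene names were taken from the deposited table, and 4326 of its 17611 genes carry a symbol.

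The genes named are every gene that the paper names in its text, Fig. 4, Figure S3 and Figure S4, MID1 as a check of the labels, and for each strain the gene with the largest increase and the largest decrease among those past the treat threshold whose 4 replicates all lie outside the range of the other 24 libraries. The alternatives were a pseudocount of 1 or 0.01, rescaling by the median ratio, quantile normalization, the replicate number as a block, no filter on FPKM or a filter at 5, the moderated test against no change, an adjusted p-value of 0.05, a fit of each pair on its own libraries, each library left out in turn, 500 genes or all genes or scaling for the principal components, 9 other seeds or log2 means for the clusters, and a fixed correlation between genes for the gene sets. The spread used to judge a list median or a percentage of variance was the SD of its values with each library left out.

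The fit was tested on simulated data for 13637 genes, 200 of them changed, and recovered 193 (96.5%) of the changed genes in a strain comparison with 0 false calls, 192 (96%) in the union of pairs, and a mean of 91.6% in the single pairs. The simulated changes were all well above 2-fold and the other genes had no change. These values therefore do not show how changes near 2-fold are called. The search for the relative depth recovered 4 of 4 simulated depths, and the test of shifts along the chromosome 2 of 2 simulated cases. Of these cases, one had no shift. The other had a larger shift than the differences found on chromosome 1, in genes simulated as independent. The power to find small shifts was therefore not tested. A comparison of gene length between lists was left out, because lengths could be derived for too few of the genes. The physiological measurements of the paper were not analysed here.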

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

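The test of depth and those on the ribosomal protein and low-CO2-inducible genes were chosen only after the results were seen, whereas the tests for a mislabeled or mixed library of CC-4533 were chosen before theirs.

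Over 22 measures (summed FPKM, genes detected, relative depth, correlation with the own strain, the scores on PC1 and PC2, the medians of 4 gene lists and the FPKMs of 12 genes) and 7 strains, 154 groups of 4 libraries were examined for a library whose gap to the nearest other, as a share of the range, exceeds Dixon's critical value. There were 13 such groups, where about 7.7 would occur by chance at 1 in 20.

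In CC-4533, replicate 3 had a median log2 FPKM of 4.99 over the Chl biosynthesis genes against 6.14 to 6.25 in the other 3 replicates, and 3.51 over the carotenoid biosynthesis genes against 4.07 to 4.17. It is also the library with 3135 genes more than 2-fold from its own strain. Against a mislabeled library, the largest share of another strain's marker genes that were on in it was 5.88% (2 of 34 marker genes of CC-125). Against a mixture with another strain, the marker genes of no other strain had a median above 2.26% of their level in that strain. Against a lower depth, its relative depth was 1.63, within the 1.48 to 2.00 of the other CC-4533 libraries, and 16594 genes were detected in it, against 16428 to 16508 in the others. No biological explanation was tested, since the 4 cultures have the same condition. Leaving this library out raised the number of DEGs in at least one pair from 4477 to 5215.

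In CC-4532, replicate 4 scored 23.1 on PC1 against 24.6 to 24.8 in the other replicates, and −7.48 on PC2 against −6.53 to −6.35. Its LHCSR3A was 44.5 FPKM against 61.3 to 63.4. No explanation, technical or biological, was tested for this library.

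PFH2 was 5.43 FPKM in CC-1690 replicate 1 against 5.95 to 6.03 in the others, 5.95 in CC-1691 replicate 2 against 5.41 to 5.50, and 5.99 in CC-4533 replicate 2 against 4.97 to 5.07. DLA3 was 28.4 FPKM in CC-1690 replicate 2 against 21.6 to 22.6. That library also had the largest summed FPKM, 1319895. LHCSR3B was 60.1 FPKM in CC-1691 replicate 2 against 37.6 to 41.4. MID1 was 3.35 FPKM in CC-1009 replicate 4 against 4.33 to 4.40, and it was 0.05 in CC-125 replicate 1 and 0.08 in CC-1690 replicate 3, where the other replicates of these mt+ strains were listed at 0. Single values near 0 have unknown precision without counts, and no explanation was tested for these values.

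The paper does not discuss ribosomal protein genes. All 74 of them were higher in CC-4533 than in the other 6 strains, by a median log2 difference of 0.87, and 73 were higher in CC-1690, by 0.82. To test whether the authors' normalization leaves abundant transcripts higher, the median was compared with 10000 random lists matched on mean FPKM. For CC-4533 the matched lists had a median of 0.27 and a share of 0.0001, the smallest that the draws can give, reached 0.87. For CC-1690 the matched lists had a median of 0.50, and a share of 0.0001, again the smallest, reached 0.82. With quantile normalization the median was 0.28 in CC-4533, with 67 of 74 genes higher, and 0.11 in CC-1690, with 52 of 74 higher, so most of the difference depends on the scaling. CC-125, the other strain of library set 2, had a median of 0.25, with 69 of 74 genes higher. With quantile normalization its median was reversed to −0.059, with 27 of 74 higher. In the strains of set 1 other than CC-1690, 0 to 2 of the 74 genes were higher. CC-1690 belongs to set 1, so the library set alone cannot account for the pattern, but a contribution of the set is not excluded. No biological explanation was tested.

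The low-CO2-inducible genes, 21 by definition line, were higher in CC-1690 by a median log2 difference of 1.00, with 18 of 21 higher, and lower in CC-124 (−2.06) and CC-4533 (−1.47). Lists matched on mean FPKM had a median of 0.24 in CC-1690, and a share of 0.0001, the smallest possible, reached 1.00. With quantile normalization the medians were 0.64 in CC-1690, −2.28 in CC-124 and −1.44 in CC-4533. No biological explanation was tested.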

How the results depend on the processing

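The tests with other regroupings of the libraries, and the restriction of the haplotype relation to library set 1, were chosen only after the results were seen. The other alternatives were fixed before the data were examined.

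The replicate number as a block (replicate block) gave 4410 genes that were DEGs in at least one pair against 4477 without it, and no DEG count, list count or list median changed its direction or its side of the threshold. Same-numbered libraries of different strains did not deviate together (mean correlation of deviations −0.00237 over 84 library pairs, against 0.00157 over 252 pairs with other numbers). Neither this check nor the block can detect an effect of the inoculation batches, which need not follow the replicate numbers. Rescaling by the median ratio gave 4471 genes, but the authors' scaling had already set those ratios, so this shows no stability. With a pseudocount of 0.01, no filter on FPKM and an adjusted p-value of 0.05, the union was 4683, 4738 and 5335 genes, and no pair count moved by more than 1.5 times.

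The moderated test against no change raised every pair count by more than 1.5 times. The numbers of DEGs were 3066 for CC-124 and CC-125, 2927 for CC-124 and CC-1009, 2222 for CC-124 and CC-1690, 2136 for CC-124 and CC-1691, 2573 for CC-124 and CC-4532, 1732 for CC-124 and CC-4533, 2533 for CC-125 and CC-1009, 3728 for CC-125 and CC-1690, 2614 for CC-125 and CC-1691, 2517 for CC-125 and CC-4532, 2205 for CC-125 and CC-4533, 3337 for CC-1009 and CC-1690, 889 for CC-1009 and CC-1691, 1336 for CC-1009 and CC-4532, 3238 for CC-1009 and CC-4533, 3286 for CC-1690 and CC-1691, 3333 for CC-1690 and CC-4532, 3219 for CC-1690 and CC-4533, 1098 for CC-1691 and CC-4532, 2697 for CC-1691 and CC-4533, 3502 for CC-4532 and CC-4533. The union was 9476 genes, and 7066 within library set 1. The strain-specific genes were 1561 for CC-124, 2043 for CC-125, 1615 for CC-1009, 2441 for CC-1690, 1125 for CC-1691, 1444 for CC-4532, 2197 for CC-4533. A pseudocount of 1 gave 645 for CC-124 and CC-125, 645 for CC-124 and CC-1009, 521 for CC-124 and CC-1690, 442 for CC-124 and CC-1691, 464 for CC-124 and CC-4532, 312 for CC-124 and CC-4533, 967 for CC-125 and CC-1690, 660 for CC-125 and CC-1691, 415 for CC-125 and CC-4533, 592 for CC-1009 and CC-1690, 742 for CC-1009 and CC-4533, 613 for CC-1690 and CC-1691, 523 for CC-1690 and CC-4532, 664 for CC-1690 and CC-4533, 613 for CC-1691 and CC-4533, 831 for CC-4532 and CC-4533. The union was then 2807 genes, 1689 within library set 1, and the strain-specific genes were 267 for CC-124, 465 for CC-125, 280 for CC-1009, 448 for CC-1690, 224 for CC-1691, 268 for CC-4532, 369 for CC-4533. A filter at 5 FPKM gave 633 for CC-124 and CC-1009, 472 for CC-124 and CC-1690, 404 for CC-124 and CC-1691, 453 for CC-124 and CC-4532, 271 for CC-124 and CC-4533, 671 for CC-125 and CC-1009, 651 for CC-125 and CC-1691, 420 for CC-125 and CC-4533, 586 for CC-1009 and CC-1690, 159 for CC-1009 and CC-1691, 300 for CC-1009 and CC-4532, 740 for CC-1009 and CC-4533, 612 for CC-1690 and CC-1691, 551 for CC-1690 and CC-4532, 672 for CC-1690 and CC-4533, 207 for CC-1691 and CC-4532, 606 for CC-1691 and CC-4533, 801 for CC-4532 and CC-4533, and a union of 2869 genes, 1672 within library set 1. Fitting each pair on its own 8 libraries gave 338 for CC-124 and CC-4533, 443 for CC-125 and CC-4533, 707 for CC-1690 and CC-4533, 623 for CC-1691 and CC-4533. The causes were not tested.

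Quantile normalization moved the photosystem and antenna result most. Of the 36 genes, 10 were called higher in CC-1690 and 6 were highest there, with a median log2 difference of 0.011. It reversed 15 of these genes, with log2 differences of PSBO1 (−0.38), PSBP1 (−0.30), PSBQ1 (−0.14), PSBR1 (−0.013), LHCBM1 (−0.078), LHCBM2 (−0.094), LHCBM4 (−0.18), LHCB4 (−0.31), PSAG1 (−0.098), LHCA2 (−0.083), LHCA3 (−0.39), LHCA4 (−0.070), LHCA5 (−0.074), LHCA8 (−0.080), LHCA9 (−0.13). It left 1 ATP synthase gene highest in CC-125 (median 0.22) and gave medians of 0.60 for Chl and 0.76 for carotenoid biosynthesis. A pseudocount of 1 gave 0.72 for carotenoid biosynthesis. Another 11 photosystem and antenna genes no longer had an adjusted p-value below 0.05, and 3 Chl biosynthesis genes gained one. The fold ranges under quantile normalization were 1.29 for FDX1, 1.051 for LHCBM1 and 1.44 for DLA3. The median log2 difference of all genes moved by less than 0.1 in every strain. The share of higher calls among strain-specific genes moved by less than 10 points under both rescalings, but by more under other settings. With the moderated test against no change it went from 72.9% to 54.2% in CC-1009, from 70.2% to 57.1% in CC-4532 and from 19.0% to 36.3% in CC-4533. With a pseudocount of 1 it went from 62.4% to 73.1% in CC-125 and from 70.2% to 81.3% in CC-4532. In CC-124 it went from 54.8% to 47.2% with a pseudocount of 1, to 47.6% with quantile normalization and to 42.6% with a filter at 5 FPKM. The cause was not tested beyond the comparison with matched lists.

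PC1 carried 31.4% when the genes were scaled, 33.2% with a pseudocount of 0.1, 37.8% with 500 genes and 30.1% with all genes. PC2 carried 21.7% with scaling and 22.4% with all genes. The smallest distance between strains was 1.12 times the largest within a strain with scaling, 1.73 with a pseudocount of 0.1, 1.84 with 500 genes and 0.641 with all genes. CC-1690 ranked 3 among the most distant strains with scaling and 1 with all genes, and CC-4533 ranked 2 in both. With log2 strain means, 4 clusters rather than 8 had a single strain with a mean Z-score above 1. The causes were not tested.

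Within library set 1, the correlations of DEGs with differing blocks kept their direction, with p above 0.05 as over all pairs. With a pseudocount of 1 the odds ratio for mixed-haplotype genes reversed to 0.958. The gene set medians of 0.69 (cell wall), 0.36 (DNA repair) and 0.97 (DNA replication) were the same with a fixed correlation between genes of 0.01, but their adjusted p-values fell below 0.05. The causes were not tested.

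With each library left out in turn, the union lay between 4252 and 5215 genes, and no pair count or strain-specific count moved by more than 1.5 times. The photosystem and antenna genes called higher in CC-1690 numbered 33 to 36 and those highest there 25 to 34, both lowest without CC-1690 replicate 2. Their median lay between 0.55 and 0.81, the ATP synthase median between 0.53 and 0.61, the Chl median between 0.47 and 0.56 and the carotenoid median between 0.72 and 0.77. The Chl biosynthesis genes called higher in CC-4532 numbered 12 to 17 and those highest there 12 to 15. The median of the DNA replication genes in CC-4533 lay between 0.77 and 1.46, highest without CC-4533 replicate 3. PC1 carried 34.5% to 37.7%, PC2 16.4% to 20.5%, the ratio of distances was 1.40 to 2.20, and CC-1690 ranked 2 or 3. Of the single genes named, 12 changed their side of a threshold in at least 1 of the 28 fits. With each of the 9 other seeds, 8 clusters again had a single strain with a mean Z-score above 1, and the sizes of the largest and smallest clusters moved by less than 1.5 times. The causes of these changes were not tested.

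When strain labels were exchanged within each replicate number, 1 of 100 arrangements, the real one, gave as many genes for the union, for the union within library set 1, for the genes specific to each of the 7 strains, and for the photosystem and antenna, ATP synthase, chlorophyll biosynthesis and carotenoid biosynthesis lists. For each of the 21 pairs, 1 of the 8 splits that part all same-numbered libraries, the real one, gave as many DEGs. A share under 0.05 cannot be reached with 8 splits, so the share cannot exclude chance for a single pair. In each of the 21 pairs the largest count among the other splits was 0 DEGs, against 267 or more for the real one. These counts argue against chance for the pairs as a set. The other 27 of the 35 splits keep at least 1 same-numbered pair together. Without counts, how far the depth limits the calls of genes near 1 FPKM is unknown.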

Differences from the paper's values

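The paper reports that 6982 genes (39.5%) were DEGs in at least one pair, and the value found here was 4477 (25.4%). Of the 38 alternatives set before the data were examined, those that came within 1.5 times of the paper's number were a pseudocount of 0.01, no filter on FPKM, the moderated test against no change, an adjusted p-value of 0.05 and CC-4533 replicate 3 left out. The other alternatives did not. The moderated test overshot it, with 9476 genes.

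The paper's fewest DEGs between strains were 528 (3.0%), and the value here was 267 (1.52%). None of the 38 alternatives came within 1.5 times. The paper's most DEGs were 2410 (13.6%), and the value here was 1460 (8.29%). An adjusted p-value of 0.05 and CC-4533 replicate 3 left out came within 1.5 times, and the other alternatives did not. The moderated test called 1993 of the 1995 DEGs that the authors list on chromosome 1, but 3253 in all.

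For CC-124 and CC-125 1039 against the paper's about 1900, CC-124 and CC-1691 696 against the paper's about 1300, CC-1009 and CC-1690 1003 against the paper's about 1800, CC-1690 and CC-1691 1020 against the paper's about 1900, CC-1690 and CC-4532 901 against the paper's about 1700, CC-1690 and CC-4533 1163 against the paper's about 1900 (Fig. 3C, read by eye), the alternatives that brought the counts within 1.5 times were an adjusted p-value of 0.05, and no other did. For CC-124 and CC-1009 1033 against the paper's about 1900, CC-125 and CC-1690 1460 against the paper's about 2400, CC-125 and CC-1691 1002 against the paper's about 1700, CC-4532 and CC-4533 1354 against the paper's about 2300 (Fig. 3C, read by eye), the alternatives that brought the counts within 1.5 times were an adjusted p-value of 0.05 and CC-4533 replicate 3 left out, and no other did. For CC-124 and CC-1690 793 against the paper's about 1300 (Fig. 3C, read by eye), the alternatives that brought the counts within 1.5 times were no filter on FPKM, an adjusted p-value of 0.05 and CC-4533 replicate 3 left out, and no other did. For CC-124 and CC-4532 762 against the paper's about 1500, CC-124 and CC-4533 548 against the paper's about 1000, CC-1009 and CC-1691 267 against the paper's about 530, CC-1691 and CC-4533 961 against the paper's about 1700 (Fig. 3C, read by eye), none of the 38 alternatives brought the counts within 1.5 times. For CC-125 and CC-1009 1033 against the paper's about 1700, CC-125 and CC-4532 1021 against the paper's about 1700 (Fig. 3C, read by eye), the alternatives that brought the counts within 1.5 times were the moderated test against no change, an adjusted p-value of 0.05, CC-4533 replicate 3 left out and a fit of the 8 libraries of the pair alone, and no other did. For CC-125 and CC-4533 694 against the paper's about 1400 (Fig. 3C, read by eye), the alternatives that brought the counts within 1.5 times were CC-4533 replicate 3 left out, and no other did. For CC-1009 and CC-4532 523 against the paper's about 850 (Fig. 3C, read by eye), the alternatives that brought the counts within 1.5 times were no filter on FPKM, an adjusted p-value of 0.05 and a fit of the 8 libraries of the pair alone, and no other did. For CC-1009 and CC-4533 1343 against the paper's about 2300 (Fig. 3C, read by eye), the alternatives that brought the counts within 1.5 times were the moderated test against no change, an adjusted p-value of 0.05 and CC-4533 replicate 3 left out, and no other did. For CC-1691 and CC-4532 409 against the paper's about 680 (Fig. 3C, read by eye), the alternatives that brought the counts within 1.5 times were no filter on FPKM and an adjusted p-value of 0.05, and no other did.

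The paper describes CC-4532 and CC-1691 as the most similar by principal component analysis. Here that pair ranked 2 by distance over all components (46.9), after CC-1009 and CC-1691 (41.0). Its rank was 2 under every alternative tried as well. The paper describes the Cyt *b*_6_ *f* genes as more uniform than those of the photosystems and antennae. Here their median fold range was 2.32 against 2.26. The paper describes CC-1690 as highest for most photosystem genes, which held for 32 of 36 genes with the FPKMs as deposited and for 6 with quantile normalization.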

Other observations

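The comparison of the library sets, the matched lists for the photosystem genes, and the relations of LHCSR3A and of the DNA repair genes, over all strains and within library set 1, were tested only after the results were seen. The test of quantile normalization on the photosystem genes and the test of haplotype 2 were chosen before their results were seen.

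CC-125 and CC-4533 may stand apart because they form library set 2. The mean number of DEGs was 1092 between strains of different sets and 741 within set 1, and the single pair within set 2 had 694. Of the 21 ways to choose 2 strains as a set, 1, the real one, gave a difference as large. Not every pair across the sets had more DEGs than the pair within set 2. CC-124 and CC-4533 had 548, and the others had 961 to 1460. The libraries of set 2 also had a higher relative depth (median 1.49 against 0.828). Set and strain cannot be told apart, and the difference between sets remains a possible explanation for part of the DEGs of these strains.

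The high level of photosystem and antenna genes in CC-1690 may reflect a wider property of abundant transcripts in its libraries. Random lists of 36 other genes with the same mean FPKM had a median log2 difference of 0.77 in CC-1690, and a share of 0.852 of 10000 lists was as high as the 0.70 of the photosystem genes. With quantile normalization, which removes a change in the shape of the distribution, 10 of the 36 genes were called higher, where 36 were called before. Quantile normalization would remove a rise of abundant transcripts whether or not it is specific to these genes, so only the matched lists bear on specificity, and they suggest that the signal is not specific to photosystem genes. Whether abundant transcripts truly rose in CC-1690 or the scaling left them high cannot be decided from these FPKMs.

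Reads of haplotype 2 could be lost when mapped to the genome of CC-4532. On chromosome 1, genes in which CC-1009 has haplotype 2 had a median log2 difference from CC-4532 that was −0.075 relative to genes of the same haplotype, and a share of 0.0702 of the shifts along the chromosome gave a difference as low. For CC-1691 the difference was −0.11 and the share was 0.0625. Neither share was under 0.05, so a loss was not shown, and a small one is not excluded.

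LHCSR3A may follow a wider difference in low-CO2-inducible genes. Over the 7 strains, its level correlated with the median of these 21 genes (Spearman's rho 0.821, exact permutation p = 0.0341, adjusted p = 0.0341, Pearson's r 0.867, exact permutation p = 0.0111, adjusted p = 0.0111, for 2 relations tested). Without CC-124 and CC-4533, the strains farthest from the median, r was 0.891. Over the 5 strains of library set 1, the rank correlation was lower and neither value had a p under 0.05 (rho 0.6, exact permutation p = 0.35, adjusted p = 0.35, r 0.969, exact permutation p = 0.0667, adjusted p = 0.0667), so the relation was not shown within the set.

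The DNA repair genes may be higher in CC-4533 as part of a wider difference in DNA replication genes. Over the 7 strains the medians of 31 repair and 38 replication genes had a Spearman's rho of 0.821 (exact permutation p = 0.0341, adjusted p = 0.0341) and a Pearson's r of 0.943 (exact permutation p = 0.00238, adjusted p = 0.00476), and r was 0.824 without CC-4533 and CC-124. Over the 5 strains of library set 1, rho was 0.9 (exact permutation p = 0.0833, adjusted p = 0.167) and r was 0.933 (exact permutation p = 0.025, adjusted p = 0.05), so neither adjusted value was under 0.05. The replication set was chosen by words that include DNA polymerase, whether the polymerase serves replication or repair. The relation therefore cannot separate a difference in replication from one in repair.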
